# A Transcriptomic Atlas of the Ectomycorrhizal Fungus *Laccaria bicolor*

**DOI:** 10.3390/microorganisms9122612

**Published:** 2021-12-17

**Authors:** Joske Ruytinx, Shingo Miyauchi, Sebastian Hartmann-Wittulsky, Maíra de Freitas Pereira, Frédéric Guinet, Jean-Louis Churin, Carine Put, François Le Tacon, Claire Veneault-Fourrey, Francis Martin, Annegret Kohler

**Keywords:** ectomycorrhiza, symbiosis, carpophore, nitrogen, phosphorus, transcriptome

## Abstract

Trees are able to colonize, establish and survive in a wide range of soils through associations with ectomycorrhizal (EcM) fungi. Proper functioning of EcM fungi implies the differentiation of structures within the fungal colony. A symbiotic structure is dedicated to nutrient exchange and the extramatricular mycelium explores soil for nutrients. Eventually, basidiocarps develop to assure last stages of sexual reproduction. The aim of this study is to understand how an EcM fungus uses its gene set to support functional differentiation and development of specialized morphological structures. We examined the transcriptomes of *Laccaria bicolor* under a series of experimental setups, including the growth with *Populus tremula x alba* at different developmental stages, basidiocarps and free-living mycelium, under various conditions of N, P and C supply. In particular, N supply induced global transcriptional changes, whereas responses to P supply seemed to be independent from it. Symbiosis development with poplar is characterized by transcriptional waves. Basidiocarp development shares transcriptional signatures with other basidiomycetes. Overlaps in transcriptional responses of *L. bicolor* hyphae to a host plant and N/C supply next to co-regulation of genes in basidiocarps and mature mycorrhiza were detected. Few genes are induced in a single condition only, but functional and morphological differentiation rather involves fine tuning of larger gene sets. Overall, this transcriptomic atlas builds a reference to study the function and stability of EcM symbiosis in distinct conditions using *L. bicolor* as a model and indicates both similarities and differences with other ectomycorrhizal fungi, allowing researchers to distinguish conserved processes such as basidiocarp development from nutrient homeostasis.

## 1. Introduction

Forests are dominant terrestrial ecosystems covering 34.31% of land area globally (Copernicus, Global Land Cover viewer) and provide services ranging from timber production to climate regulation and recreation [1]. Tree-associated fungal communities are important determinants of forest productivity in terms of resilience, atmospheric carbon fixation and retention [2]. Forests house multiple fungi of different ecological guilds, including pathogens, organic matter decomposers and ectomycorrhizal (EcM) species [2]. In particular, EcM fungi have been shown to be pervasive in determining plant co-existence, dispersal and seedling establishment [3,4]. EcM fungi evolved several times independently from saprotrophs and wood decayers [5,6] and are mutualists. Their hyphae surround tree root tips with a mantle, penetrate in between cortex cells and extend into the soil to collect water and essential nutrients in exchange for photosynthesis-derived sugar [7]. Besides, EcM fungi provide additional benefits to their host plant, such as protection from biotic and abiotic stressors [8].

The accumulation of sequenced genomes of EcM species has led to discoveries of particular genomic features and gene sets separating them from their ancestors with a saprotrophic or pathogenic lifestyle [6,9]. Typical genomes of EcM fungi contain (i) a reduced set of plant cell wall-degrading enzyme-encoding genes compared to their saprotrophic ancestors and (ii) lineage-specific small secreted protein (SSP)-encoding genes [6,10,11,12]. Across EcM fungal species, the expression of the lineage specific SSPs, so-called MiSSPs (Mycorrhiza-induced Small Secreted Proteins) is induced in EcM root tips. A handful of MiSSPs were functionally characterized and were shown to interact with the host plant’s gene regulation and stress responses as effector molecules [13,14,15]. For others, such as LbMiSSP8, their contribution at the plant–fungal interface is less clear and their role in EcM functioning might not be restricted to EcM establishment but might extend towards other morphological structures or the regulation of environmental responses [16]. The evolutionarily retained carbohydrate active enzyme (CAZyme)-encoding gene set, is most likely no longer used by EcM fungi to degrade soil organic matter or plant material as a carbon source but rather deployed to access nitrogen and/or modify plant and fungal cell walls during morphogenesis of symbiotic EcM roots [17,18,19]. A new family of lytic polysaccharide mono-oxygenases, which are copper-containing oxygenases acting on cell wall polysaccharides such as cellulose and chitin, was discovered in fungi and named X325. Surprisingly, members of this family, including *L. bicolor* X325 which is expressed in ectomycorrhizal root-tips, no longer have the ability to degrade polysaccharides but most likely adopted a new function in Cu transport [20].

Indeed, EcM function is not restricted to the morphogenesis of a symbiotic organ but involves differentiation within the fungal colony to support nutrient transport in response to environmental conditions, as well as fungal and host plant’s needs. Biochemical and molecular responses allow EcM fungi to restore homeostatic equilibrium upon fluctuations in nutrient availability within particular concentration ranges. Any environmental change beyond that homeostatic concentration range results in visible effects such as reductions in growth and symbiotic function. In addition, differentiation into fruiting bodies to assure the final stages of sexual reproduction and dispersal of meiospores is an essential part of EcM functioning. In this study, we aim at deciphering the transcription patterns across developmental stages and nutritional conditions in order to obtain novel insights into the gene regulation of EcM fungi. The mechanisms that EcM species use to regulate their gene set to support morphological and functional differentiation within a colony and to respond to a host plant or environmental change are largely unknown. This information is required to gain a better understanding of their mutual beneficial lifestyle. 

## 2. Material and Methods

### 2.1. Fungal Isolate and Maintenance of Cultures

*Laccaria bicolor* S238N (Maire) P.D. Orton was used in all experiments. A culture of the isolate was maintained on modified Pachlewski agar medium P5 [21] at 25 °C in the dark with biweekly subculturing.

### 2.2. Growth in Different Nutritional Conditions

*L. bicolor* mycelium agar plugs (0.5 cm^2^) were inoculated on a cellophane membrane covering modified MMN medium (Modified Melin Norkrans containing 0.45 mM CaCl_2_, 0.43 mM NaCl, 3.67 mM KH_2_PO_4_, 1.89 mM (NH_4_)_2_HPO_4_, 0.61 mM MgSO_4_·7H_2_O, 0.037 µM FeCl_3_·6H_2_O, 0.003 µM thiamine HCl, 0.5 mM KCl, 0.25 mM H_3_BO_3_, 50 µM MnSO_4_·7H_2_O, 20 µM ZnSO_4_·7H_2_O, 5 µM CuSO_4_·5H_2_O, 0.146 µM (NH_4_)_6_Mo_7_O_24_·4H_2_O, 0.5% glucose, 0.5% malt extract, 1% casein hydrolysate, 2% agar and 0.1% MES, according to [22]) and pre-cultured for two weeks in the dark at 25 °C. After pre-culture, fungal colonies were transferred to new plates containing control modified MMN medium or modified MMN medium adjusted for N (−N = all NH_4_ salts removed and KH_2_PO_4_ supplemented to correct final PO_4_ concentration; +N = supplemented with 25 mM NH_4_Cl_2_), P (−P = all PO_4_ salts removed and NH_4_Cl_2_ supplemented to correct final NH_4_ concentration; +P = supplemented with 25 mM KH_2_PO_4_) or C (−C = glucose reduced to 0.02%; +C = glucose supplemented to 2%) content to induce nutrient deficiency or surplus. Plates were incubated in the dark for an additional week at 25 °C. Subsequently, pictures were taken and the mycelium was snap frozen in liquid nitrogen. The samples were stored at -80 °C until further RNA extraction or lyophilization.

### 2.3. Plant Material and Fungal–Plant Co-Cultures

*Laccaria bicolor* S238N and *Populus tremula x alba* 717-1B4 in vitro co-cultures were established according to the sandwich system described by [23], with small modifications. In brief, *L. bicolor* was pre-cultured in the dark at 25 °C for one week on sugar-reduced Pachlewski agar medium P20. *P. tremula x alba* micro-cuttings were stimulated to root for 1 week on solid Murashige and Skoog (MS) medium supplemented with 2 mg/L of IBA (Indol-3-butyric acid) and subsequently transferred to cellophane-covered MS plates. After three weeks of incubation at 25 °C with a 16 h photoperiod, poplar explants were transferred to cellophane-covered P20 medium supplemented with 0.1% MES. To allow plant–fungal interaction to develop, the cellophane covered with *L. bicolor* pre-cultures was placed in an inverted position on the roots. Control plates, containing no plants (i.e., free-living mycelium (FLM)), were prepared and handled the same way as co-cultures. All plates were incubated at 20 °C with a 16 h photoperiod. The samples (100 mg fresh weight) for RNA extraction were taken in triplicate at 0, 3, 7, 14 and 21 days of (co-)culture from FLM, EcM (i.e., all fungal and mixed plant–fungal material within 0.5 cm distance of a root) and extramatrical mycelium (i.e., all fungal material at a distance of >0.5 cm of a root), snap frozen in liquid nitrogen and stored at −80 °C. Root tips were sampled for microscopy at the same time points and fixated overnight at 4 °C in 4% paraformaldehyde. 

### 2.4. Basidiocarp Production and Sampling

*L. bicolor* basidiocarps were harvested from a nursery experiment of inoculated Douglas fir seedlings as described by [24]. Cap and stipe were separated from early-, medium- and late-stage mushrooms, immediately frozen in liquid nitrogen and stored at −80 °C.

### 2.5. P Determinations

Lyophilized mycelium (±40 mg DW) was acid-digested at 110 °C using 3x HNO_3_ and HCl subsequently. Inductively coupled plasma optical emission spectroscopy (ICP-OES) was used to determine P concentrations of the samples in a 2% HCl solution. P determinations were performed for at least three independent replicates per experimental condition. Mean values were calculated and a one-way ANOVA, followed by Holm–Sidak multiple comparisons versus the control, was run to assess differences in P accumulation in response to P availability in the growth medium.

### 2.6. Microscopy

Overnight, paraformaldehyde-treated root tips were washed for 3 × 5 min in phosphate buffered saline (PBS) and embedded in 4% agarose prior to 25 µm transversal sectioning with a vibratome (Leica (Wetzlar, Germany), VT1000S). Sections at a distance of 150–250 µm from the root tip were collected, exposed to a droplet of 10 µM WGA-Alexa 488 for 1 h to selectively stain the fungal mycelium, washed 3x in PBS and stained with a droplet of 10 µM propidium iodide (PI, 5 min) followed by an additional PBS wash step. Stained root sections were mounted on a microscope slide. A confocal microscope (Zeiss (Jena, Germany), LSM780—Axio Observer) was used for the viewing of five independent replicates per experimental condition. Afterwards, 514 nm and 488 nm lasers were used for excitation; a 589–695 BP filter and a 508–535 BP filter were used for detection of PI and Alexa 488, respectively. The images were recorded and processed using ZEN 2 lite software (Zeiss).

### 2.7. RNA Extractions and RNAseq

Total RNA was extracted from fungal and mixed plant–fungal biomass (100 mg) using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany). Biomass was ground in liquid nitrogen prior to extraction and an on-column DNAse I treatment was included in the protocol. For samples containing poplar roots (EcM), extraction buffer RLC was supplemented with 2% PEG (polyethylene glycol) 8000. Total RNA of basidiocarp stipes and caps was extracted using a CTAB (cetyltrimethylammonium bromide)-based protocol described in [25], including a LiCl precipitation of total RNA. RNA concentration of all samples was determined spectrophotometrically and integrity was assessed using the Biorad Experion and RNA StdSens kit and chips. Three replicates were used for RNA-seq sequencing. The preparation of libraries from total RNA (TruSeq Stranded mRNA Kit Illumina), 2 × 100 bp Illumina HiSeq2000 sequencing for the basidiocarp samples and 2 × 150 bp Illumina HiSeq3000 sequencing for all other samples were performed on the GET platform (Génopole Toulouse Midi-Pyrénées, Auzeville, France) following their standard protocol.

Raw reads were trimmed for low quality (quality score, 0.05), Illumina adapters and sequences shorter than 15 nucleotides and aligned to the *L. bicolor* v2 reference transcripts available in the JGI database https://mycocosm.jgi.doe.gov/Lacbi2/Lacbi2.home.html (last accessed on 6 December 2021) using CLC Genomics Workbench v8. For read mapping, the CLC genomic workbench parameters were the following: minimum length fraction, 0.9; minimum similarity fraction, 0.8; mismatch cost = 2; insertion cost = 3; deletion cost = 3; and the maximum number of hits for a read was set to 10. The unique and total mapped read numbers for each transcript were determined and then normalized to RPKM (reads per kilobase of exon model per million mapped reads). We calculated the differential expression of genes with DESeq2 [26]. We used SHIN+GO to determine co-regulated genes for the three individual experiments, including (1) growth in different nutritional conditions, (2) kinetics of plant–fungal co-culture and (3) basidiocarp development [9,27,28,29] (Supplementary Information). To identify similarities and dissimilarities in expression patterns over all tested conditions, normalized read counts were used as an entry for the web-based visualization and analysis tool Morpheus (https://software.broadinstitute.org/morpheus; last accessed on 21 October 2021). Hierarchical clustering was run using default settings and the data were visualized in a color-coded heatmap. TopGO [30] was used to conduct the enrichment analyses for Gene Ontology. A webtool (http://bioinformatics.psb.ugent.be/webtools/Venn/; last accessed on 21 October 2021) was used for the generation of Venn diagrams.

## 3. Results

### 3.1. Effect of Nutrition on Growth and Mycelial P Accumulation

Variations in the composition of the culture medium, i.e., reduced or increased glucose and NH_4_^+^ or PO_4_^−^ concentration, did not result in any significant effect on the growth of *L. bicolor*. The size of the colonies and colonial dry weight were not significantly different, despite having grown with different nutritional conditions (Figure 1A,B). Nonetheless, mycelia grown on medium adjusted for NH_4_^+^ (+N/−N) or with reduced glucose (−C) tended to have lower biomass. Effects on metabolism were clearly visible as changes in colonial pigmentation. Color shades from white to dark violet marked the colonies depending on the composition of the growth medium (Figure 1A). *L. bicolor* colonies grown on control MMN medium were violet with a small peripheral ring of white mycelium at the edge of the colony. Variations in glucose, NH_4_^+^ and PO_4_^−^ concentration resulted in the local absence of the violet pigment in mycelium grown after the transfer of the colony from control MMN to a different nutritional condition (violet center surrounded by a broad white ring as for reduced glucose (−C) and surplus PO_4_^−^ (+P); Figure 1A) or in the absence of the pigment with a de-coloration of the MMN pre-cultured mycelium (whole white colony, as for reduced NH_4_^+^ (−N); Figure 1A). The accumulation of P within the mycelium changed according to PO_4_^−^ concentration in the growth medium, with mycelia grown in PO_4_^−^ surplus showing the highest P accumulation (Figure 1C). 

### 3.2. Nutrition-Regulated Transcriptome

Transcripts of 14,733 out of 23,130 *L. bicolor* gene models were detected (read count > 5) in at least one growth condition (Supplementary Table S2). The clustering analysis of individual replicates resulted in a tree with four major branches (Figure 1D). Mycelia grown on control MMN medium and medium reduced in PO_4_^−^ clustered together and close to the group of mycelia grown in a surplus of glucose or PO_4_^−^. Mycelium grown in the absence or surplus of NH_4_^+^ and in medium reduced in glucose clustered independently, indicating a dissimilar or unique transcriptomic response in these growth conditions. 

We identified gene groups showing unique responses to the different conditions by clustering similar transcriptomic patterns into 594 nodes using SHIN+GO (Figure S1; Supplementary Information). Supplementary Table S1A summarizes the mean expression pattern and other characteristics of condition-specific nodes. NH_4_^+^ availability induced specific and highly differential up-regulated expression of genes clustering in five different SOM nodes. Within the four nodes specific for an NH_4_^+^ surplus (i.e., nodes 325, 568, 576 and 579) genes encoding proteins with a predicted function in NH_4_^+^ transport, such as the AmT MeaA-like NH_4_^+^ transporter (prot ID 313221) in node 568 and an Rh-like protein NH_4_^+^ transporter in node 325, were found. Besides, genes encoding proteins with a function in growth and reproduction were specifically regulated by high NH_4_^+^ availability. Genes annotated with functions related to fungal mating-type pheromone (node 325), sugar transport and metabolism (nodes 568 and 576) and protein turnover (node 579) showed an expression specifically induced by profuse NH_4_^+^ next to many genes of unknown function. Reduced NH_4_^+^ concentration in the culture medium resulted in the specific up-regulation of 18 genes collected in node 352 and encoding a hydrophobin, two clitocypins (protease inhibitors), a fungal pheromone-related protein and several proteins of unknown function. Genes compiled in six SOM nodes (i.e., 487, 514, 525, 542, 571 and 572) showed an expression profile specific to reduced glucose availability. Limited glucose availability resulted in a negative differential transcription (>2 log2 fold difference) of these genes. Encoded functions included energy metabolism and conversion (aldehyde dehydrogenase in node 514), cellular signaling (protein kinases, G-protein subunit in nodes 487 and 571), transcription factors (bZIP and TEAD family transcription factor in nodes 525 and 572, respectively), detoxification (cytochrome P450 monooxygenase in node 525 and glutathione-S-transferase in node 572) and unknown. Two SOM nodes (569 and 570) clustered genes with a transcription pattern marked by a negative differential expression in response to both low NH_4_^+^ and glucose availability. In total, 15 out of the 19 genes that clustered in these two nodes and that showed this specific expression pattern encoded proteins of unknown function, two encoded a zinc finger protein, one a protein kinase and one a transaldolase.

SOM nodes clustering genes with a specific expression in response to an altered PO_4_^−^ concentration of the culture medium or excess glucose were not detected. In general, few genes (0–15) were significantly differentially expressed (>2 log2 fold change) under these conditions (Supplementary Table S2). When considering a lack of PO_4_^−^ in the culture medium, no genes were significantly differentially expressed compared to control MMN medium. Fifteen genes showed a significant differential gene expression in response to high PO_4_^−^-containing medium (Supplementary Table S1B). These genes were spread over nine different SOM nodes. Significantly down-regulated genes due to high PO_4_^−^ were also all regulated by the absence of NH_4_^+^ and reduced glucose availability. Genes significantly up-regulated by PO_4_^−^ were co-regulated by the presence of high glucose concentrations in the growth medium. Functions encoded by these genes did not include P_i_ (or polyP_i_) transport nor vacuolar polyphosphate (polyP) accumulation. Three polyP phosphatase-encoding genes predicted to be involved in polyP_i_–P_i_ conversions and vacuolar accumulation were regulated by high PO_4_^−^ availability to some extent (−0.61, 0.36 and 0.30 log2 fold change for protein id 317181, 589527 and 708028, respectively; Supplementary Table S2). Eleven genes not only were expressed at a higher level due to an increased glucose availability (+C) but also regulated by NH_4_^+^, PO_4_^−^ and/or reduced glucose availability. Supplementary Table S1B shows the fifteen most significantly regulated genes for each nutritional condition and includes 54 different genes, of which 65% (35/54) encode a protein of unknown function. A high proportion (22% or 12/54) of the most highly regulated genes under different nutritional conditions encoded for small secreted proteins (SSPs), all of which, except one hydrophobin (prot. ID 241509), were of unknown function and several of them (33% or 4/12) have been previously categorized as being mycorrhizal induced (MiSSP).

### 3.3. Time Course of Ectomycorrhizal Development 

Three days post-inoculation, the first signs of *L. bicolor* mycelial attachment to *P. tremula x alba* roots became visible when using a petri dish in vitro system (Figure 2A–C). At that point, very few (0–5) short lateral roots were present and showed the start of fungal mantle development. Root hairs were still abundantly present as in non-inoculated lateral roots. One week post-inoculation, a fungal mantle surrounded all short lateral roots and *L. bicolor* had penetrated between the epidermal cells of *P. tremula x alba* roots. At two weeks post-inoculation, short roots were abundant and violet-colored due to the pigmentation of the fungal hyphae. *L. bicolor–P. tremula x alba* ectomycorrhiza were fully developed, with a thick, dense mantle and Hartig net. Three weeks post-inoculation, fungal hyphae formed a thinner but denser mantle. At this point, several individual epidermal root cells were fully surrounded by the fungal hyphae of the Hartig net. The roots were no longer violet-colored due to the disappearance of the pigment from the fungal hyphae.

### 3.4. Symbiosis-Regulated Transcriptome

The transcripts of 15,341 out of 23,130 different *L. bicolor* gene models were present in a read count higher than five in at least one developmental condition (i.e., free-living mycelium (FLM), extra-radicular mycelium (ExM) and ectomycorrhiza (EcM)). Gene models showing similar expression profiles were clustered into 621 SOM nodes (Supplementary Figure S2). The dendrogram based on the distances of gene expression similarity among all samples showed two major branches indicating a major difference in transcriptomic profiles between early (0, 3 and 7 dpi) and late (14 and 21 dpi) sample points (Figure 2D). At three and seven days post-inoculation, ExM and EcM samples had similar transcriptomes and clustered close to FLM transcriptomes. At seven days post-inoculation, ExM and EcM transcriptomes were slightly different from the other samples, as indicated by their separate clustering in the dendrogram. Two SOM nodes were identified as differentially expressed for ExM/EcM compared to FLM (>2 log2 fold change) at early time points (3 and 7 dpi). Putative functions associated with these genes are secondary metabolism (terpene synthase) and signal transduction (protein-tyrosine phosphatase, cyclin-like F-box) but also several oxidoreductases (dehydrogenases) and a nitropropane dioxygenase, reactive oxygen species detoxification (superoxide dismutase) and transcription (bZIP transcription factor). Most of these genes were also among the most regulated in *L. bicolor* in presence of the plant (ExM and EcM) at 3 and 7 dpi (Supplementary Table S1D). One SOM node (596) was identified as containing genes up-regulated uniquely in EcM at seven days post-inoculation. This node grouped seven gene models with two annotated as transporters of the Major Facilitator Superfamily, a protease, an esterase, a deoxy gluconate dehydrogenase a transcription factor and a peroxin (Supplementary Table S1C). However, none of these gene models were among the fifteen most regulated in EcM at this time point (Supplementary Table S1D).

At 14 and 21 days post-inoculation, EcM transcriptomes were similar to each other and clearly different from their ExM and FLM replicates (Figure 2D). Eight SOM nodes (9, 10, 11, 19, 26, 27, 53 and 385) grouped genes specifically regulated (>2 log2) in EcM samples 14 days post-inoculation (Supplementary Table S1C). The mean transcription level at 14 dpi (and 21 dpi for nodes 19, 26, 27 and 53) was above the 95th percentile of all genes included in the model except for one (node 385) of these SOM nodes. A large fraction (24% or 43/106) of the proteins encoded by the genes grouped in these nodes was of unknown function and not associated with any functional domain. Besides, a few genes previously annotated as MiSSPs (nodes 9, 11 and 385), a chitinase (node 9) and a glucanase (node 10), as well as many genes annotated as oxidoreductase, including several (flavo)cytochrome-related enzymes (cytochrome C oxidase, node 9; ferric reductase-like transmembrane component, node 10; cytochrome P450, nodes 11, 19, 26, 27 and 385), a DYP-type peroxidase and laccases (nodes 19 and 53), a proteinase inhibitor (clitocypin and proteinase inhibitor I9, node 19, highly enriched in node 27) and transport of nitrogen (H+/oligopeptide symporter, node 19; amino acid permease, nodes 27 and 53; ammonium transporter, node 385; major facilitator superfamily general substrate transporter, nodes 11, 19 and 26) or sugar (DUF6 nucleotide sugar transport related in node 19), were specifically regulated in EcM at 14 dpi. Genes with a putative function in signaling and protein–protein interactions (protein kinases, such as MEKK related protein kinase, NACHT nucleoside triphosphatase, WD40 repeat, Ankyrin and tetratricopeptide region) were identified in nodes 9, 10, 11 and 385. Some of the genes identified as having a unique expression pattern in EcM at late sample points (nodes 9, 10, 19, 27 and 385) were among the 15 most regulated for these conditions. However, most of the highest regulated genes in EcM at 14 and 21 dpi, such as MiSSP17 (prot ID 332226), gluconate transport inducing protein with gti1/pac2 domain (prot ID 603166), hydrophobin (prot ID 241509) and Rh-like ammonium transporter (prot ID 331747), were also highly regulated at early time points (3 and 7 days) in EcM only. MiSSP7 and 19 other previously identified MISSPs were mostly regulated to a lesser extent in EcM and were spread over different SOM nodes (Supplementary Table S3). However, for several of them, including the functionally characterized MiSSP7 and MiSSP8, an EcM- or EcM/ExM-specific expression profile was detected (Supplementary Figure S3). 

### 3.5. Transcriptomics of the Developing Basidiocarp

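RNA from the caps and the stipes of early, medium and late basidiocarps was sequenced as 3 libraries for each of the 6 groups, 18 libraries in all. The authors trimmed the reads and mapped them with CLC Genomics Workbench to the reference transcripts of the *L. bicolor* v2 genome. For each of 23130 gene models they deposited the number of reads counted, without normalization, and the RPKM (reads normalized to transcript length and to library size). The paper's methods name both unique and total reads, and its text does not name which of these the single count per gene model is, nor whether the strand was used in counting. In mapping, a read was allowed more than 1 hit. If total reads were counted, gene models with near-identical copies, such as those of histones, ribosomal proteins or clitocypins, can share reads. Sharing was not tested, so their values are uncertain to that extent. Between 38976106 and 90888294 reads per library were counted on gene models, with a median of 54676654.5. The median was 48602060 reads for early caps, 53275632 for medium caps, 57953078 for late caps, 50644619 for early stipes, 60633980 for medium stipes and 45117160 for late stipes. The 50 gene models with the most reads took between 19.9% and 27.5% of a library's reads. Counts were scaled by edgeR's TMM method, with factors from 0.893 to 1.12, and are given as CPM (counts normalized to library size, mean ± SD over 3 libraries). A model with a mean for each group was fitted to the 16485 gene models that passed edgeR's filter on low counts. A gene model was called regulated when its log2 fold change was above 1 in size and its adjusted p was under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same bound of 1 was kept for counts at an unadjusted p under 0.05 or with p adjusted over a list alone, so smaller changes are not counted there. Fold changes are positive when the group named first had the higher expression. Replicates in 2 pairs were nearly alike. The biological coefficient of variation was 4.16% between medium stipes 1 and 2 and 4.05% between late caps 2 and 3, against 9.3% to 39.3% between the other replicates of a group. Both pairs differed by more than sampling noise, which does not exclude 2 libraries from the same RNA, so it is open whether they are separate biological replicates. They were kept separate, and n = 3 and the SDs of medium stipes and late caps depend on this. With each pair summed into 1 library, chosen after seeing the values, medium stipe against early stipe moved most, from 409 to 169 regulated gene models.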

Three developmental stages of *L. bicolor* basidiocarp (Figure 3A–C), subsequently referred to as early (Figure 3C), medium (Figure 3B) and late (Figure 3A), were harvested under Douglas fir in a nursery bed and separated into cap and stipe before RNA extraction and sequencing. 

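A gene model was taken as detected in a group when its mean over the 3 libraries of that group was above 5 reads. By this measure, 17003 gene models were detected in at least 1 of the 6 groups and 15984 in all 6. Late caps had the most detected gene models, 16688, and late stipes the fewest, 16377. Depth was not evened out, so this order can follow depth. Late caps held the deepest library, with 90888294 reads, and late stipes had the lowest median, 45117160 reads. Early caps had 16460, medium caps 16436, early stipes 16519 and medium stipes 16457. Only 270 gene models were detected in a single group, of which 112 were detected in late caps and 59 in late stipes. The way replicates are combined moved the total most. A sum above 5 reads over the 3 libraries of a group gave 17746 gene models, and more than 5 reads in each of the 3 libraries gave 16605. Leaving out each library in turn kept the total between 16973 and 17029. No read was counted in any library for 3227 gene models. A count of 0 in a single library allows an expected count of up to 3 reads. Without a read in any of the 18 libraries, this bound holds for the expected total of these gene models. Their expression was not detectable at this depth.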

The transcripts of 16,609 out of 23,130 *L. bicolor* gene models were detected (read count > 5) in at least one basidiocarp developmental stage. The clustering analysis of individual replicates resulted in a tree with three major branches (Figure 3D). 

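The distance between libraries was taken as 1 minus the Pearson correlation of log2(CPM + 1) over all gene models with at least 1 read, and the libraries were joined by average linkage. The shortest distances were 0.00105, between medium stipes 1 and 2, and 0.00112, between late caps 2 and 3. The last 3 branches of this tree were the 3 late stipes, which joined at a height of 0.0548, medium stipe 3 alone, which joined at 0.0374, and the remaining libraries. Against the 3 branches drawn in Figure 3D, the adjusted Rand index of this partition was 0.314, where 1 stands for identical partitions. The linkage moved this value most, since complete linkage gave the branches of Figure 3D, with an index of 1. Ward linkage, a pseudocount of 0.1, Spearman correlation and DESeq2's variance-stabilized counts each gave 0.282. Over the libraries left out in turn, the index under average linkage lay between 0.240 and 0.442.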

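Early and medium caps lay at a mean distance of 0.0187 from each other, and early and medium stipes at 0.0211. These distances were close to the spread between medium replicates. The mean distance within a group was 0.00608 for early caps, 0.0179 for medium caps, 0.00983 for early stipes and 0.0219 for medium stipes. Between the tissues, early caps lay at 0.0214 from early stipes and at 0.0282 from medium stipes, and medium caps at 0.0372 from early stipes and at 0.0352 from medium stipes. Replicate 3 accounted for much of the spread of both medium groups. Medium caps 1 and 2 were 0.00818 apart, whereas the library nearest to medium cap 3 was early cap 2, at 0.0102. The library nearest to medium stipe 3 was early stipe 2, at 0.0206. Apart from each other, medium stipes 1 and 2 were nearest to medium cap 3, at 0.0145.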

The transcriptomes of early- and middle-aged stipes clustered together as well as early- and middle-aged cap transcriptomes. Late-stipe transcriptomes formed a third branch, while late-cap transcriptomes were located between early–medium stipes and caps. 

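The mean distance of late stipes to the libraries of the other 5 groups was 1.79 ± 0.207 times (SD, n = 3 late stipes) the mean distance between those groups. This ratio was 1.71 without late stipe 2, 1.91 without late stipe 1 and 1.70 with variance-stabilized counts. Late stipes lay at a mean distance of 0.0374 from medium stipes, 0.0423 from early stipes, 0.049 from late caps, 0.0656 from early caps and 0.08 from medium caps. Late caps lay at 0.0369 ± 0.000561 (SD, n = 3) from early and medium stipes together and at 0.0353 ± 0.00113 (SD, n = 3) from early and medium caps. The difference between both, 0.00164 ± 0.00162 (SD, n = 3), was about as large as its spread over the late caps. It was -0.000212, 0.00278 and 0.00236 in late caps 1, 2 and 3. Medium caps moved it most. It was 0.00329 without medium cap 2 and 0.000392 without medium cap 1.

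**Figure D1:**
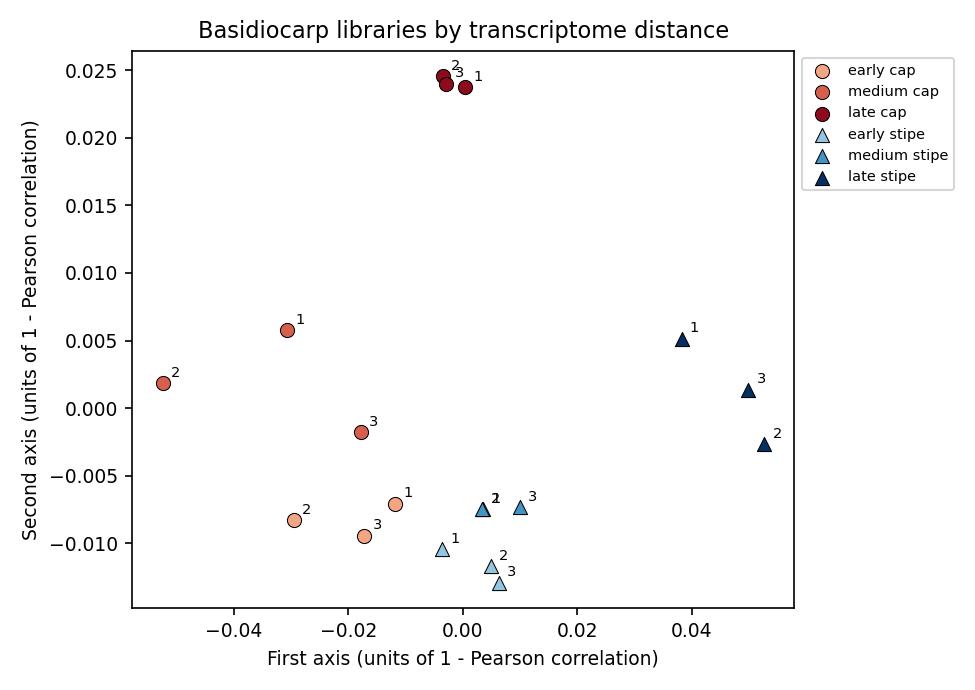
Positions of the 18 basidiocarp libraries by classical scaling of their distances (1 minus Pearson correlation). Circles are caps and triangles are stipes, darker with age, the numbers are replicates, and the 3 late stipes lie at the far right of the first axis and the 3 late caps at the top of the second axis.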

ShinGO was run and the clustered genes showed similar transcriptomic patterns into 644 SOM (Self Organizing Map) nodes (Figure S4). 

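SOM nodes were not analysed here, and single gene models were counted in their place, at a log2 fold change above 2 and an adjusted p under 0.05. In late basidiocarps, 710 gene models were higher in caps than in stipes by this measure and 164 were higher in stipes. With each library left out in turn, these counts lay between 676 and 770 and between 136 and 181. In medium basidiocarps, 173 gene models were higher in caps and 134 were higher in stipes. The count for medium caps was 103 without medium cap 1, and the count for medium stipes was 216 without medium cap 3. Fitting only the libraries of the groups compared moved the medium counts most, to 75 gene models higher in caps and 57 higher in stipes. Medium stipes 1 and 2 were nearly alike, which limits how far the medium counts rest on separate replicates.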

For 22 nodes, genes were up-regulated in late caps compared to late stipes (Supplementary Table S4), while only two nodes (476 and 504) with genes up-regulated in the middle stipe compared to cap were identified. 

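At a log2 fold change above 1, 2438 gene models were higher in late caps than in late stipes. Of these, 1885 (77.3%) were also called between late and earlier stages of the same tissue. Between cap stages, 932 (38.2%) were called, and 669 (27.4%) were higher in late caps than in early or medium caps. Between stipe stages, 1379 (56.6%) were called, and 1286 (52.8%) were lower in late stipes than in early or medium stipes. In both tissues, 426 (17.5%) were called. The comparisons share the late libraries, which can raise such a share. In 10 simulated data sets in which the stages of a tissue did not differ, a median of 2644 gene models were higher in late caps, and between 0% and 0.0382% of them were also called between stages. Shared libraries alone therefore gave almost no such calls, but how far they raise the share where stages do differ was not tested. With each library left out in turn, the share of 77.3% moved to between 74.6% (without early stipe 1) and 78.5%.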

Some of the nodes with late-cap versus -stipe up-regulated genes also contained genes with differential expression between cap (late versus middle or early cap) or stipe stages (early or middle versus late), indicating an overall higher expression in the cap, but also a regulation during development in both cap and stipe. We further hierarchically clustered the 6070 genes found to be differentially expressed between at least two basidiocarp developmental stages (Figure S5A, Supplementary Table S6) and identified eight gene clusters with distinct expression patterns in the developmental stages. 

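In the 9 comparisons of stages within a tissue and of tissues within a stage, 7552 gene models (45.8% of those tested) were called in at least 1. The minimum fold change moved this number most. Without it, 13260 gene models were called, and with edgeR's glmTreat test against a log2 fold change of 1, 2342. DESeq2, which the authors used, called 7764, of which 7392 were among the 7552. Late cap against late stipe gave the most calls, 4013, of which 2438 (60.8%) were higher in caps. Late stipe against early stipe gave 3180 calls (1258 higher in late stipes), late stipe against medium stipe 2570 (1022 higher), late cap against early cap 2537 (1528 higher) and late cap against medium cap 2470 (1512 higher). Medium cap against medium stipe gave 1898 calls (1066 higher in caps) and early cap against early stipe 850 (359 higher in caps). With glmTreat the balance of these comparisons reversed, to 46 of 108 and 68 of 97 calls higher in caps. Medium stipe against early stipe gave 409 (145 higher) and medium cap against early cap 335 (178 higher). In 87.8% to 99.4% of the calls of a comparison, the 3 libraries of a group all lay beyond the 3 of the other. Chance gives 10% for gene models that were not selected, but calls are selected for their separation, so this share is not a separate test. Single libraries moved the comparisons with medium groups. The count for medium cap against early cap was 1278 without medium cap 3, 149 without early cap 1, 181 without early cap 3, 151 without medium cap 1 and 167 without medium cap 2. The count for medium stipe against early stipe was 949 without medium stipe 3, 222 without medium stipe 2, 242 without medium stipe 1, 259 without early stipe 1 and 248 without early stipe 2. Medium cap against medium stipe gave 3230 calls without medium cap 3 and 1082 without medium cap 2, and early cap against early stipe 446 without early cap 2. Complete-linkage clustering of the 7552 gene models on their group means gave 8 clusters of 92 to 2095 gene models. The largest peaked in medium and early caps, 1137 in early caps, 637 in late caps, 1676 in late stipes and then late caps, 1240 in late stipes, 349 and 326 in early stipes and 92 in late stipes. The clusters depended on the linkage. Average linkage gave 6 to 3122 gene models per cluster and Ward linkage 167 to 2054, with the largest again highest in medium caps. Late caps were the peak of 1084 gene models under average linkage, and of clusters of 678, 765 and 951 under Ward linkage.

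**Figure D2:**
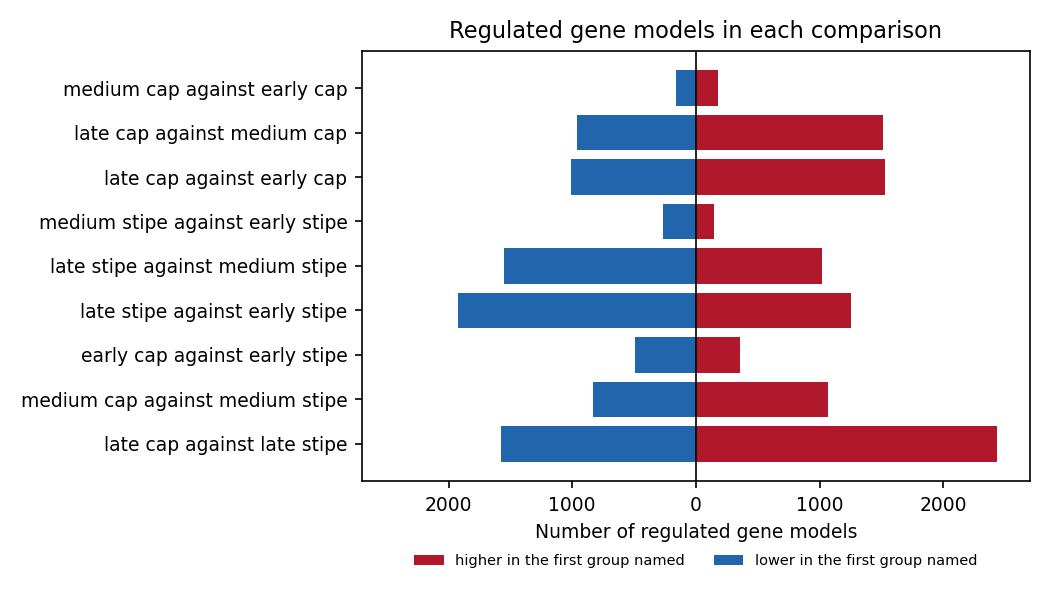
Number of regulated gene models in each of the 9 comparisons, with those higher in the group named first to the right of 0 and those lower to its left. The longest bar is that of the 2438 gene models higher in late caps than in late stipes.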

Overall, early- and middle-cap stages clustered together as well as early- and middle-stipe stages, while late-cap and -stipe stages showed very distinct expression patterns (Figure S5A). 

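The log2 of each group's mean CPM plus 1 was correlated across the 7552 regulated gene models. Gene models are not independent replicates, so no p is given. Pearson's r was 0.977 between early and medium caps and 0.976 between early and medium stipes. It was 0.962 between early caps and early stipes and 0.948 between medium caps and medium stipes. Late caps and late stipes had an r of 0.892 with each other. Late caps had 0.937 with medium caps, and late stipes 0.928 with medium stipes, 0.85 with early caps and 0.828 with medium caps. In an average-linkage tree of the groups, early and medium caps joined at a height of 0.0228 and early and medium stipes at 0.024. These pairs then joined each other at 0.0504, before late caps at 0.0737 and late stipes at 0.118. By highest group mean, 881 regulated gene models peaked in early caps, 1559 in medium caps, 1695 in late caps, 707 in early stipes, 496 in medium stipes and 2214 in late stipes.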

Within the blue cluster with a gene expression peak in early and medium cap, we found the highest number of genes with functions related to cell cycle (for example, cyclins, septin, M-phase_inducer_phosphatase), as well as many SSPs (hydrophobin, cupredoxin and cysteine-rich proteins, but most of them were of unknown function). 

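The functions named for this cluster were followed here through the annotation of gene models in the supplementary tables, of which only the first part was at hand. These were 1997 gene models of Table S5, whose own size line gives 13293 where the paper's text gives 23293, and 1998 of the paper's 6070 in Table S6, 1998 of its 5073 in the basidiocarp part of Table S7 and 1998 of its 7475 in Table S8. The part of Table S6 held only red (564), green (593) and orange (482) gene models and 359 without a cluster, which favours late peaks in all functions followed here. Of 7 gene models annotated as cyclins, 3 were higher and 1 was lower in late than in early caps, both over all genes tested and adjusted over the list alone. The lower one was not called without early cap 2, nor under RLE scaling, TMM scaling without the 50 gene models with the most reads, or DESeq2. By highest mean, 3 cyclins peaked in late caps, 1 in early caps and 3 in late stipes (1 in late stipes without early stipe 1). Cyclin 449618 had 4.67 ± 1.42 CPM (SD, n = 3) in early caps and 106.5 ± 14.5 CPM (SD, n = 3) in late caps, a log2 fold change of 4.49 (standard error 0.528, adjusted p = 1.39e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with each late cap above each early cap. Over the alternatives, this change lay between 4.27 and 4.70. The most expressed cyclins, 658958 and 582420, were not called (0.53, adjusted p = 0.275, and -0.50, adjusted p = 0.343, from the same test), and their early and late caps overlapped. All 3 septins were lower in late than in early stipes. Late caps had 1 septin below early caps over all genes tested and adjusted over the list alone, and 0 were higher, also at an unadjusted p under 0.05. This was septin 189236, at 636 ± 114 CPM in early, 702 ± 167 in medium and 254 ± 3.8 in late caps (log2 fold change -1.35, standard error 0.267, adjusted p = 1.14e-03 from the same test). Each late cap lay below each early cap. The other septins, 192731 and 173190, had log2 fold changes of -0.57 and -0.54 (adjusted p = 0.0675 and 0.0599 from the same test). Of 3 hydrophobins, 2 were lower in late than in early caps over all genes tested and adjusted over the list alone. Hydrophobin 624234 fell from 1622 ± 266 CPM in early to 985 ± 167 in medium and 76.2 ± 6.05 in late caps (-4.44, standard error 0.4, adjusted p = 1.03e-06 from the same test). Hydrophobin 180892 (LbH11) fell from 1155 ± 359 CPM to 102.8 ± 46.8 and 6.88 ± 0.979 (-7.42, standard error 0.487, adjusted p = 1.63e-07 from the same test). In both, all 3 late caps lay below all early caps, but the highest mean was in early stipes, at 2208 ± 425 and 3874 ± 1400 CPM. The third, 389286, had group means between 0.348 CPM in early caps and 1.2 CPM in late stipes. In late against early caps it was not called, with a log2 fold change of 0.86 (1.01 without early cap 2 and 1.09 without late cap 2, where it was called). In late stipes it was called, with log2 fold changes of 1.35 against early and 1.12 against medium stipes.

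**Figure D3:**
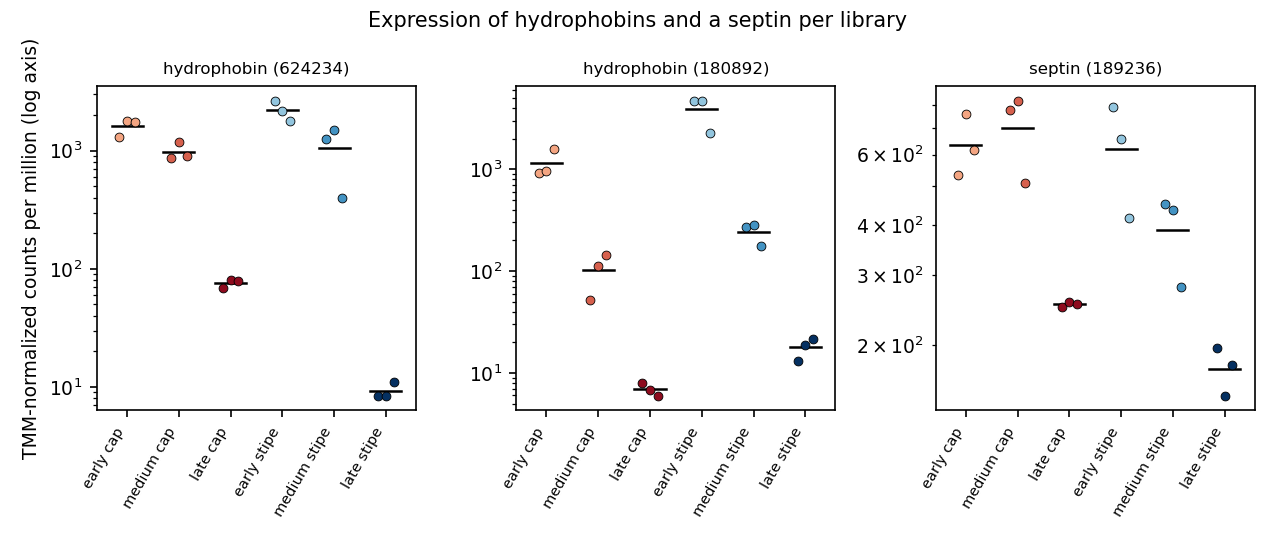
CPM on a log axis for 2 hydrophobins and a septin, with a point for each library and a line at the mean of the 3 libraries of each group. Late caps lie below early caps in all panels, and the hydrophobins are highest in early stipes.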

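Of 7 gene models annotated as GH18 chitinases, 3 were higher and 3 were lower in late caps than in late stipes, both over all genes tested and adjusted over the list alone. Compared with early caps, 4 were higher in late caps by more than 1 on the log2 scale. By the same bound 0 were lower, also at an unadjusted p under 0.05, though 1 was lower without early cap 2. The lowest change was -0.709. Chitinase 191848 had 9.19 ± 1.55 CPM (SD, n = 3) in early caps, 74.3 ± 6.54 in late caps and 30.0 ± 5.07 in late stipes. Its log2 fold change in late caps against late stipes was 1.31 (standard error 0.225, adjusted p = 2.09e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 late caps above the late stipes. Chitinases 310136 and 185397 were lower in late caps, by log2 fold changes of -1.76 and -2.49 (adjusted p = 2.67e-05 and 8.27e-04 from the same test), in 3 of 3 libraries each. Of 6 expansins, 2 were higher in late caps than in late stipes over all genes tested and adjusted over the list alone. By the bound of 1 on the log2 scale 0 were lower, also at an unadjusted p under 0.05, and the lowest change was -0.76. Compared with early caps, 4 were higher. Expansin 323571 had 2.62 ± 0.0649 CPM in early, 37.8 ± 27.9 in medium and 172 ± 8.82 in late caps, against 8.17 ± 3.87 in late stipes (log2 fold change 4.39, standard error 0.491, adjusted p = 4.76e-06 from the same test, higher in 3 of 3 late caps). Expansin 243825 had 1770 ± 105 CPM in late caps and 927 ± 223 in late stipes, a log2 fold change of 0.93 (adjusted p = 0.0143 from the same test) that passed 1 without late stipe 3, at 1.14. The most expressed one, 306030, was not called (-0.46, adjusted p = 0.189 from the same test). Of 18 gene models with a GH16 annotation, 5 were higher and 2 lower in late caps than in late stipes, with the same numbers adjusted over the list alone (1 lower without medium cap 2). Of the 3 most expressed, 245697 was called, at 383 ± 8.91 CPM in late caps and 101.3 ± 7.78 in late stipes (log2 fold change 1.92, standard error 0.348, adjusted p = 3.18e-04 from the same test, higher in 3 of 3 late caps), and its highest mean was in medium caps. The others, 186533 and 379212, changed by -0.83 and 0.34 (adjusted p = 0.0766 and 0.276 from the same test).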

The highest percentage of SSPs, but also of CAZymes (for example GH18 chitinases, expansins, GH16 lectins), proteases and lipases, are found in the magenta cluster with gene expression peaking in late cap (Figure S5B), indicating an overall high secretome activity, probably linked to the mature, fully developed mushroom. A high number of CAZymes (3%) were also found in the turquoise cluster with expression peaks in early stipe and cap (GH16, CE4, AA1, -3, -5 and -6) and in the red cluster with expression peaks in late stipes (GH18, GH5 and AA5) (Figure S5A,B). 

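Late stipes were compared with early stipes for these families. Of 18 gene models with a GH16 annotation, 4 were higher and 5 lower in late stipes. Of 8 with a CE4 annotation, 2 were higher and 3 lower (1 higher without late stipe 3 and 3 higher without early stipe 2), and of 9 with AA1, 2 were higher and 1 lower (1 higher without early stipe 1 and 0 lower without early stipe 2). Of 9 gene models with AA3, 1 was higher and 7 were lower, with a median log2 fold change of -1.36. Of 8 with AA5, 2 were higher and 1 lower. The numbers for each family were the same adjusted over the list alone. The paper's text places AA5 in both clusters, and 6 of the 8 AA5 gene models were higher in late than in early caps and 0 lower, also at an unadjusted p under 0.05. AA3 gene model 709721 fell from 363 ± 121 CPM (SD, n = 3) in early stipes to 70.4 ± 4.02 in late stipes, a log2 fold change of -2.37 (standard error 0.25, adjusted p = 4.09e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 late stipes, and 582962 and 688862 fell by 1.36 and 1.37, also in 3 of 3. CE4 gene model 296684 fell by 1.62 on the log2 scale (adjusted p = 3.43e-04 from the same test, lower in 3 of 3 late stipes) and had its highest mean in medium caps, at 776 ± 91 CPM. The CE4 gene model 152235 had a log2 fold change of 0.97 (1.02 without early stipe 2 and 1.08 without late stipe 2, where it was called), and 307596 was not called (-0.60). Laccase 399748 (lcc6) fell by 3.48 with a standard error of 1.204 (adjusted p = 0.0288 from the same test, lower in 3 of 3 late stipes). It was not called without early stipe 2 or any 1 of the 3 late stipes, where the adjusted p lay between 0.0691 and 0.0952, in a range over all alternatives of 0.00228 to 0.0952. The other most expressed laccases, 399750 (lcc7) and 399751 (Lcc9), were not called (0.47 and -0.53). The only AA6 gene model, 190833, fell by 3.94 (standard error 1.157, adjusted p = 0.0122 from the same test, lower in 3 of 3 late stipes). Without late stipe 2 or 3 it was not called, with an adjusted p of 0.0503 and 0.0516 (7.82e-07 to 0.0516 over the alternatives), and DESeq2 gave it no adjusted p. Among the gene models of the red cluster at hand, GH18 gene model 310136 rose from 9.24 ± 4.41 to 54.3 ± 4.49 CPM (log2 fold change 2.56, standard error 0.247, adjusted p = 2e-06 from the same test, higher in 3 of 3 late stipes), and 236861 was not called (0.41, adjusted p = 0.297). GH5 gene models 190947 and 292256 rose by 1.80 and 1.19 (adjusted p = 5.88e-04 and 5.87e-03 from the same test), and AA5 gene models 457469 and 460441 by 2.13 and 2.10 (1.52e-03 and 4.59e-03), each in 3 of 3 late stipes. AA5 gene models 247761, of the green cluster, and 638550 were not called (0.76 and 0.05), and the change of 638550 reversed to -0.20 without early stipe 3 and -0.11 without late stipe 2. The red cluster was drawn by the study on these samples, so its members are not independent evidence.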

In the yellow cluster with gene expression peaks in both early and medium cap and stipes, genes coding for metabolic processes (lipid, nitrogen, malate and polysaccharide) were enriched (Figure S5C). 

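Of 5 gene models annotated with malate metabolism in the tables at hand, which favour late peaks, 4 had their highest mean in late stipes and 1 in late caps. Late caps had 2 without late stipe 3 and 0 without early cap 3. Early caps had 1 without early cap 3, and early stipes had 1 without early stipe 3. From early to late stipes, 1 rose over all genes tested and adjusted over the list alone, and 0 were lower, also at an unadjusted p under 0.05. The number higher was 0 without early stipe 1 and 3 without early stipe 3. Gene model 326114 had 317 ± 92.6 CPM (SD, n = 3) in early stipes and 637 ± 133 in late stipes, a log2 fold change of 1.00 (standard error 0.225, adjusted p = 2.12e-03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 late stipes). It fell under 1 without early stipe 1 (0.87), early stipe 2 (0.93) or late stipe 3 (0.83). Gene model 705233 had a log2 fold change of 0.90 (adjusted p = 5.96e-03 from the same test), which was 1.30 without early stipe 3. Gene model 185536 had 216 ± 57.2 CPM in early and 218 ± 98.9 in late stipes (0.01, adjusted p = 0.983 from the same test), and the sign of its change reversed without early stipe 3 (-0.18) or late stipe 3 (-0.36). Lipid, nitrogen and polysaccharide metabolism were not analysed here.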

In another cluster linked to early stipe and cap (turquoise), we found further enrichment of genes coding for metabolism (glutamate, alcohol, aromatic compounds) but also transport, in particular, carbohydrate transport. 

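For carbohydrate transport, 17 gene models were annotated in the tables at hand, which favour late peaks. From early to late stipes, 6 rose and 3 fell over all genes tested and adjusted over the list alone (1 lower without early stipe 1). From early to late caps, 5 rose and 0 fell by more than 1 on the log2 scale, also at an unadjusted p under 0.05. Smaller falls were not counted, and the lowest change was -0.809. By highest mean, 7 peaked in late stipes, 5 in late caps, 3 in early stipes, 1 in early caps and 1 in medium caps. The number in early stipes was 1 without medium stipe 3, and that in early caps 0 without early cap 3. Of the 3 most expressed, 659815 was called, with 124 ± 13.6 CPM (SD, n = 3) in early and 255 ± 17.8 in late stipes (log2 fold change 1.03, standard error 0.147, adjusted p = 5.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 late stipes). It was 0.98 without early stipe 1 and 0.99 without late stipe 3. Gene model 702552 had 681 ± 234 CPM in early and 1168 ± 474 in late stipes and was not called (0.78, adjusted p = 0.0868 from the same test). It was called without early stipe 2 (1.08) or late stipe 2 (1.09). Gene model 669355 did not change detectably (0.03, adjusted p = 0.956 from the same test). Its sign reversed without late stipe 3 (-0.04).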

In early and medium cap (blue cluster), genes with functions in protein biosynthesis (translation, ribosome biogenesis, protein folding and elongation) but also transcription (nucleosome and mRNA metabolism) were further enriched, indicating a high cellular activity, probably due to reproduction processes, including meiosis and mitosis. 

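Ribosomal proteins were the largest of the functions followed here, with 98 gene models annotated in the tables at hand. By highest mean, 57 peaked in medium caps and 32 in early caps, and these shares depended on single libraries. Without medium cap 2 there were 24 in medium caps, without medium cap 3 there were 11 in early caps, and without early cap 1 there were 62 in early caps. In late against early caps, 11 were lower and 2 higher, both over all genes tested and adjusted over the list alone, with a median log2 fold change of -0.59 (7 lower without early cap 3, 17 without early cap 1 and 10 under RLE scaling or DESeq2). In late against early stipes, 82 were lower (83 adjusted over the list alone) and 2 higher, with a median of -2.30. In late caps against late stipes, 82 were higher and 5 lower, with a median of 2.42 and the same numbers adjusted over the list alone (3 lower without late stipe 2). Gene model 678398 had 663 ± 141 CPM (SD, n = 3) in early, 746 ± 349 in medium and 285 ± 27.2 in late caps (log2 fold change of late against early -1.25, standard error 0.347, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 late caps). Gene model 246613 fell by 1.58 (adjusted p = 1.35e-03 from the same test, lower in 3 of 3 late caps), but its highest mean was in early stipes. Gene model 645304 rose by 1.36 (adjusted p = 0.0114 from the same test, higher in 3 of 3 late caps) and had its highest mean in late stipes, at 1025 ± 298 CPM. Of 22 gene models annotated with the nucleosome, 9 had their highest mean in medium caps, 5 in early caps (1 without early cap 2) and 5 in late stipes. Late caps had 5 of them below early caps and 1 above, over all genes tested and adjusted over the list alone (3 lower without early cap 2, 4 under each other scaling), and 2 were higher at an unadjusted p under 0.05. Late stipes had 11 below early stipes and 5 above, also adjusted over the list alone (3 higher without late stipe 2). The most expressed, histone gene models 184986 (HTB16201), 191132 (HFO16202) and 192658 (HTA16205), all had their highest mean in medium caps, at 528 ± 134, 546 ± 189 and 373 ± 123 CPM. Their late against early cap log2 fold changes of -0.17, -0.52 and -0.70 were not called (adjusted p = 0.666, 0.153 and 0.0771 from the same test). That of 184986 reversed to 0.08 without early cap 2. Reads that may be shared between near-identical copies leave these histone and ribosomal protein values uncertain. From the enrichment of such functions in the cluster with peaks in early and medium caps, the paper proposes a high cellular activity there, and reproduction processes with meiosis and mitosis as its probable ground.

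**Figure D4:**
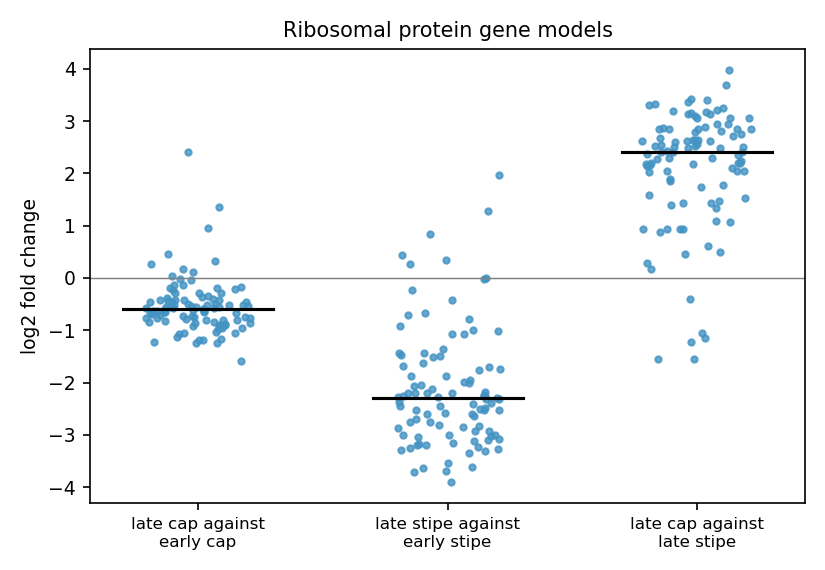
Log2 fold changes of the 98 ribosomal protein gene models in 3 comparisons, with a point for each gene model and a line at the median. The medians are -0.59, -2.30 and 2.42, so late stipes lie far below both early stipes and late caps.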

Clusters containing genes with expression peaks in late cap (magenta), late stipe (red) or both late cap and stipe (green, orange) were enriched for defense-related GO categories, but also chitin catabolism, cell wall macromolecule catabolism, glycolytic processes, spermine/spermidine biosynthesis and response to pH and are probably linked to the final maturation of the basidiocarp but also defense against insects and other small animals feeding on the mushroom (Figure S5C).

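Of the gene models of the red, green and orange clusters at hand, 20 were annotated with GH18, GH5, AA5, GH24, chitin, glycolysis, response to pH or spermidine. These clusters were drawn by the study on these samples, so tests of their members are not independent evidence. In late against early stipes, 16 of the 20 were higher, both over all genes tested and adjusted over the list alone, and 0 were lower, also at an unadjusted p under 0.05, with a median log2 fold change of 1.43. Between early and late caps, 6 were higher late and 0 lower by more than 1 on the log2 scale, with a lowest change of -0.709. These numbers were the same at an unadjusted p under 0.05 (1 lower without early cap 2). In late caps against late stipes, 9 were lower and 0 higher, also at an unadjusted p under 0.05. Chitin gene model 293318 had 63.2 ± 15.8 CPM (SD, n = 3) in early and 385 ± 180 in late stipes (log2 fold change 2.60, standard error 0.403, adjusted p = 1.18e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 late stipes), and 689201 rose by 1.87 (adjusted p = 3.2e-03 from the same test, 3 of 3). Of 5 glycolysis gene models, 181287 rose most, from 395 ± 83.7 to 1233 ± 224 CPM (1.64, standard error 0.21, adjusted p = 2.28e-05 from the same test). The other 4, 312018, 291195, 295504 and 326114, rose by 1.46, 1.39, 1.35 and 1.00, each in 3 of 3 late stipes, with 326114 close to the threshold of 1. For response to pH, 649549 rose by 1.29 (adjusted p = 1.92e-03 from the same test, 3 of 3), 478829 by 0.57 (adjusted p = 0.0399, 3 of 3) and 666875, at under 0.5 CPM in each group, by 0.80 (adjusted p = 0.457). The last reversed to -0.07 without late stipe 2. Spermidine gene model 709297 rose by 1.06 (adjusted p = 1.52e-04 from the same test, 3 of 3), but by 0.99 without early stipe 2 and 0.87 without late stipe 3. The GH24 gene models 238862 and 239749 rose by 2.32 and 1.78 (adjusted p = 1.53e-05 and 1.42e-05 from the same test), in 3 of 3 late stipes each. Defense-related categories were not analysed here.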

### 3.6. Similarities and Dissimilarities between Transcriptomes of Different Morphological and Functional L. bicolor Structures 

The transcription profiles of 23,293 gene models expressed with a minimum expression level of 5 RPKM in one of the included experimental conditions were visualized and compared for FLM grown in different nutritional conditions, ExM and EcM at 7 and 14 dpi, and basidiocarp (or fruiting body, FB) caps and stipes of medium age. Overall, hierarchical clustering revealed that the gene models were divided into three major groups based on the condition of maximal expression (Figure 4). All genes collected in the first group showed a maximum expression level in FB (cap or stipe) and were subdivided into three clusters based on the expression level in other conditions. In particular, gene models of cluster 3 were highly regulated in FB compared to all other conditions. Nevertheless, some of the gene models included in this cluster were regulated >2-fold by other conditions. For instance, ten SSPs, previously annotated as MiSSP [10], were found in cluster 3. In addition, in this study, seven out of these SSPs were regulated to some extent in EcM and/or ExM at least one time point of EcM development. Two (prot ID 333197 and 395272) were expressed below the limit of 5 RPKM in all mycelia grown on P20 (Figure S3).

The gene models compiled in the second group have their expression maximum in one of the mycelia grown on P20 medium and were divided into four clusters (5–8) based on the particular condition showing the highest expression level (Figure 4, Supplementary Table S5). Gene models grouped in cluster 5 showed their expression maximum in EcM at 14 dpi and can be divided into six subclusters (5.1–5.6). In general, gene models included in cluster 5 were relatively lowly expressed in most other conditions; therefore, they were of particular interest when studying EcM morphology and functioning. Cluster 5 contained 15 SSPs; among them, there were MiSSP7 and two other MiSSPs previously identified by [10]. Only four of the SSPs in cluster 5 were not regulated by any other condition. Most of the others, including MiSSP7 (subcluster A), were regulated to some extent by NH_4_^+^ (+N). Five gene models encoding CAZymes (three GH16, one AA1_1 and one AA2) were part of the EcM 14 dpi specific subcluster 5.3, but several others were co-regulated by the presence of NH_4_^+^ (GT90, GH13.1, GH3, GH28 and AA1.1). Two amino acid transporters were found in subcluster 5.3. Other transporters involved in N transport (e.g., AMT ammonium permease) included in cluster 5 were also regulated by NH_4_^+^ availability (presence or absence). Furthermore, gene models co-regulated by NH_4_^+^ availability or other nutritional conditions (e.g., –C in subcluster 5.5) included several proteins involved in transcriptional regulation. EcM 14 dpi specific subcluster 5.3 contained 73 gene models encoding (additionally to SSPs, CAZymes and N transport) a sugar and Cu transporter, a Rab GTPase activator, several oxidoreductases (FAD or heme binding) and genes of unknown function (Supplementary Table S4). Gene models in cluster 6 and 7 shared a high relative expression in multiple of the P20-grown mycelia (Figure 4). Cluster 8 grouped gene models with the highest expression level at early time points of EcM development (EcM and ExM 7 dpi). Genes in this cluster were of particular interest for the understanding of structural and metabolic changes in mycelial colonies and are required for EcM development. Many of the genes in this cluster responded similarly in FLM upon changes in nutrient availability and a relatively small group of 67 gene models showed a contrasting expression pattern when compared to all other conditions assessed. Within this group, several genes encoding proteins with a predicted redox activity and functions in reactive oxygen metabolism or signaling (e.g., protein phosphatase and kinase) were found. However, interestingly, no CAZymes and few SSPs were found in this group of 67 genes; therefore, this highly contrasted with the group of genes identified to be specifically up-regulated in mature EcM at 14 dpi.

Cluster 3 grouped gene models with maximum expression level when grown on MMN medium (control or nutritionally modified) and was more similar to the P20 group than to the FB group (Figure 4). Within the MMN group, three clusters (9–10–11) were defined. The transcription profile of the gene models included in cluster 9 was characterized by a high expression due to elevated levels of NH_4_^+^ in the medium (+N). Cluster 10 and 11 grouped gene models showing a high relative expression in many of the MMN-grown mycelia, which could be almost equally highly expressed in many (cluster 10) or few (cluster 11) P20-related conditions. These clusters contained six SSPs previously annotated as MiSSP (Martin et al., 2008), four of which were induced by mycorrhization (EcM 7 and/or 14 dpi) in this study (Figure S3).

An overall comparison of the genes up-regulated in EcM at 14dpi and all basidiocarp stages together (FB) with FLM at 14 dpi (fold change >log2 1, FDR *p*-value < 0.05) identified 308 transcripts that were only up-regulated in EcM, 5073 only up-regulated in FB and 668 transcripts up-regulated in both EcM and FB (Figure S6A, Supplementary Table S7). Overall, we found, among the FB-only up-regulated transcripts, more genes of unknown function and KOG classified as Information/Storage/Processing (Figure S6B). Among the EcM-only up-regulated transcripts, genes coding for transporters as well as for transcription factors were more frequent than in FB-only and among the EcM and FB up-regulated transcripts. The comparison confirmed that many MiSSPs likely play a role in both EcM formation but also in basidiocarp development (Figure S6B). The EcM-only induced transcripts were enriched for the GO term transport and, in particular, carbohydrate transport, but also for the GO term defense response (Figure S6C). The EcM and FB up-regulated transcripts were also enriched for transport, including amino acid, potassium ion and sulfate transport, but also for cell wall macromolecule catabolic processes, probably reflecting the cell wall remodeling necessary, in both cases, to form new tissues. Among these transcripts, we found transcripts coding for clitocypin cysteine proteinase inhibitor (prot ID 293826, 318727) or MiSSP8, both previously identified as highly EcM- and FB-up-regulated [10]. As already shown for the different basidiocarp stages and tissues, FB-only up-regulated transcripts showed an enrichment for the GO term metabolic process, in particular, carbohydrate, one-carbon and nucleoside metabolism. A role of aquaporins has previously been suggested for both *L.bicolor* EcM [31] and FB [32] development. Interestingly, we found that two aquaporins (456764 and 443240) were FB-only up-regulated, while another aquaporin (671860) was EcM-only induced compared to the expression in FLM.

## 4. Discussion

### 4.1. L. bicolor PO_4_^−^ Homeostatic Range Is Larger Than NH_4_^+^ Homeostatic Range

Mycorrhizal fungi are known for their ability to efficiently forage soils for any available Pi, to incorporate it into NTPs (nucleoside triphosphates), subsequently polymerize it into polyP and accumulate massive amounts of this polyP into tubular vacuoles for translocation towards the host [33,34,35]. Uptake, storage and remobilization of Pi in ectomycorrhizal fungi is well studied at the physiological level and likely requires the coordinated functioning of several transporters and enzymes to fine-tune Pi metabolism in response to external Pi concentrations [36,37,38,39,40,41]. In the EcM fungi *Hebeloma cylindrosporum*, *Boletus edulis* and *Tricholoma* sp., Pi deficiency results in an up-regulation of the gene expression of plasma membrane-localized H^+^: Pi symporters of the Pht1 gene family, which is involved in Pi uptake. The *L. bicolor* genome encodes five transporters of the Pht1 family with a putative function in Pi transport [10]. None of these transporters were transcriptionally regulated in response to growth for one week in a wide range (0–25 mM) of external Pi concentrations, neither were Vacuolar Transporter Complex (Vtc) subunits, suspected to be involved in polyP synthesis, nor were putative polyphosphatases and tonoplast localized efflux proteins, which are assumed to be necessary for Pi remobilization. Nevertheless, mycelial P concentrations reflected well external Pi concentrations in *L. bicolor* without any visible effect on biomass production and only a subtle effect on the expression of 15 (out of 23130) gene models mainly encoding proteins of unknown function in case of Pi excess. This suggests an efficient homeostatic system, eventually including shuttling of Pi towards the vacuole to overcome unspecific binding in case of excess and a remobilization in case of deficiency to allow ATP metabolism and synthesis of biomolecules (e.g., DNA synthesis) to be performed in order to support growth. Pi homeostasis in *L. bicolor* and the different transporters and enzymes involved, might be regulated mostly at the post-transcriptional or post-translational level, as is suggested for the Vacuolar Transporter Complex subunit 2 (Vtc2) of *Saccharomyces cerevisiae* which localizes differentially (tonoplast–plasma membrane/nucleus), depending on Pi availability [42]. Differences in the regulation level (transcriptional vs. post-translational) might result in differences in response time to external conditions and contribute to interspecific differences in Pi uptake kinetics, reported previously for EcM species [43]. Alternatively, though less likely, transcriptional response of Pi homeostatic genes might be induced transiently immediately upon changing external concentrations, or a critical low level of internal Pi, not yet reached in this study, might be needed. *L. bicolor* cultures were maintained on P5 medium and pre-cultured on MMN, both relatively rich in Pi and consenting mass storage, whereas Ref. [44] used a culture medium with a factor 2.5 lower Pi content to culture *H. cylindrosporum* awaiting experimentation. A thorough functional characterization including protein modifications and kinetics of transporters and enzymes putatively involved in Pi homeostasis is required to shed light on the functioning of this efficient homeostatic system in *L. bicolor*, its role in adaptation towards forest soils and its contribution to the ecology of *L. bicolor*.

The NH_4_^+^ homeostatic range of *L. bicolor* is smaller than the one observed for PO_4_^−^ and reflects its adaptation to forest soils. Both growth in absence and surplus of NH_4_^+^ induced major differences in gene expression and tended to affect mycelial growth (Figure 1). In forest soils, nitrogen stored in proteins and complex sugar derivatives accumulate to a high concentration, but water soluble NH_4_^+^ is scarce. Yet, NH_4_^+^ is the most energetically favorable and the preferred nitrogen source of ectomycorrhizal fungi, compared to more abundantly present organic nitrogen [34]. The assimilation route of NH_4_^+^ into glutamate and/or glutamine used by *Laccaria* requires the presence of sufficient carbon to support amino acid synthesis [45]. Therefore, NH_4_^+^ assimilation and carbon metabolism are expected to be interwoven and partially co-regulated. We could not identify marker genes specific for an NH_4_^+^ deprivation response (Supplementary Table S1A). Though two clusters of genes were specifically down-regulated upon NH_4_^+^ deprivation and growth in sugar-reduced medium. These clusters, including two transcription factors, a protein kinase, a transaldolase and many genes of unknown function, might group genes with a function in the regulation of growth and primary metabolism as an adaptive response to NH_4_^+^ and carbon availability. Shared transcriptional responses for NH_4_^+^ and glucose deprivation were found previously for the mycorrhizal ascomycete *Tuber borchii* [46]. Besides, reduced glucose availability resulted in a down-regulation of several other genes, including many with a predicted function in signaling, gene regulation or the release of nitrogen from organic sources (e.g., chitinase, quinoprotein amine dehydrogenase, adenosine deaminase and aspartic type endopeptidase) in *L. bicolor* (Supplementary Table S1A). The response of these genes was not shared with any of the other tested growth conditions. Together, this indicates the importance of glucose as the primary carbon source for ectomycorrhizal metabolism and strengthens the hypothesis of ectomycorrhizal fungi degrading complex organic material in an attempt to scavenge nitrogen rather than carbon [47].

Excess extracellular NH_4_^+^ is toxic through the high energetic cost of futile transmembrane cycling and disruption of the transmembrane pH gradient, which leads to apoptosis in many organisms [48]. However, the fungal model species *Saccharomyces cerevisiae* can withstand temporal high external NH_4_^+^ concentrations through the effective regulation of NH_4_^+^ importers and adaptive growth response. The NH_4_^+^ transceptor Mep2, an NH_4_^+^ permease from the Amt/Mep/Rh family with sensing function, is required for the transition to filamentous growth in response to low NH_4_^+^ conditions. Mep2 activity is regulated by phosphorylation. Under nitrogen-sufficient conditions, this transporter is not phosphorylated and present in an inactive conformation. Under high external NH_4_^+^ concentrations, it is degraded and transcription is repressed [49]. The constitutive overexpression of yeast ammonium permeases Mep1–3 results in an NH_4_^+^ toxicity response. Even so, high external NH_4_^+^ induces a toxic response by passive leakage trough K^+^ channels at low K^+^ availability. In both situations yeast cells excrete amino acids [50]. A release of amino acids in the medium was detected previously for *L. bicolor* after a period of exponential growth in the presence of inorganic nitrogen [51]. Surprisingly, the gene expression of two Rh-like ammonium transporters was increased in the presence of high external NH_4_^+^ concentrations in *L. bicolor*. One of these transporters was the homologue of the *H. cylindrosporum* low-affinity NH_4_^+^ transporter HcAMT3, which was shown to be down-regulated by NH_4_^+^ [52]. The ammonium transporter (Amt) gene family is expanded in *L. bicolor* when compared to *H. cylindrosporum* and fungi with saprobic or parasitic lifestyles [53]. Gene duplication, followed by neofunctionalization, might have resulted in an altered function for the identified highly expressed Rh-like ammonium transporter genes in *L. bicolor*. Rh-like ammonium transporters facilitating the diffusion of gaseous NH_3_ were previously identified in prokaryotes and invertebrates and are involved in the excretion of NH_3_ when the supply of exogenous nitrogen is high [54,55]. The presence of a GPR1/FUN34/yaah family-encoding gene, with typical signature of an NH_3_ transporter such as the yeast Ato3 (ammonia transporter outward) member, characterized by Ref. [56] in a gene cluster specifically up-regulated by high external NH_4_^+^ concentrations, further supports the hypothesis of NH_3_ excretion by *L. bicolor*. Alternatively, excess nitrogen could be stored in complex sugar derivatives such as the cell wall polymer chitin and recuperated when external nitrogen availability is low (Figure 5). Many ectomycorrhizal fungi show N-acetylglucasaminidase activity, a functional trait of chitin degradation in response to nitrogen deprivation [57]. In *L. bicolor,* several acetylglucosaminyltransferase (N-GlcNAc transferase)-encoding genes were specifically up-regulated as a response to excess NH_4_^+^. N-GlcNAc transferases are involved in protein glycosylation and chitin biosynthesis pathways [58]. Besides several sugar transporters, CAZymes, including cell wall remodeling enzymes, were specifically up-regulated in *L. bicolor* mycelium exposed to high external NH_4_^+^ levels. A model for cellular nitrogen homeostasis and assimilation in *L. bicolor* is represented in Figure 5.

As in pathogenic fungi, ammonium homeostasis and regulation of mating-type loci seems to be linked in *L. bicolor*. Mating-type pheromone and pheromone receptor genes showed an increased expression when mycelium was grown in the presence of excess NH_4_^+^. In *Ustilago maydis* and *Cryptococcus neoformans,* mating pathway and pathogenesis are regulated in response to external ammonium supply through the action of Amt family transporters with an ammonium-sensing function (transceptors—[49,59]). The functional characterization of *L. bicolor* putative Amt family transporters is needed to confirm the role of sensor and explore their role in nutrient signaling.

### 4.2. EcM Development Is a Two-Step Process

Morphogenesis and maintenance of pine ectomycorrhiza is a dynamic process marked by waves of transcriptional reprogramming in *H. cylindrosporum* [60] and *Lactarius deliciosus* [61]. This seems to be the same for *L. bicolor* when colonizing poplar roots, with particular gene clusters (Supplementary Table S1C) being induced upon early contact with the host tree and normalizing again when morphogenesis progresses. Other clusters were popping up at the start of mantle formation (3 dpi); they showed an expression peak in well-functioning mature mycorrhiza (14 dpi) and eventually showed a relative decline in expression with aging (21 dpi). EcM development entailed a two-step process, with a clear separation of early and late events (Figure 6). However, surprisingly, gene clusters specifically induced during early morphogenesis events, i.e., initial contact and mantle formation (3–7 dpi), were also all induced in extramatrical mycelium. This might be attributed to a systemic response of the fungus to the presence of the plant. It is likely that mycelium in the vicinity of the plant detects some plant signal and transduces it to the rest of the colony to prime it for symbiosis. Alternatively, plant volatile signals might concentrate in the closed petri dish system and directly influence extramatrical mycelium at a relatively large distance from the roots. Similarly, CO_2_ produced by fungi, which accumulates in such closed petri dishes, leads to increased plant biomass production [62]. However, this is less likely, since transcriptomes of extramatrical mycelium cannot be distinguished from those of free-living mycelium at other time points. Genes with a putative function in signaling (e.g., cyclin-like F box), gene regulation (bZIP transcription factor) and reactive oxygen metabolism (e.g., superoxide dismutase, peroxisomal biogenesis protein and several dehydrogenases) were ubiquitous in early induced clusters, as well as genes encoding unknown functions (Supplementary Table S1C). An induced stress response, including anti-oxidative enzymes (e.g., superoxide dismutases), was previously observed in developing ectomycorrhiza for several fungal species and hypothesized to act as defense mechanisms against the root oxidative burst [60,63,64]. However, current data suggest an additional role for reactive oxygen species as long-distance signaling molecules and they might be needed to induce structural changes in the fungal colony to prepare for effective nutrient translocation and compatible interaction with the plant host. It has been previously suggested that the activation of oxidative stress pathways is a possible mechanism used by EcM fungi to mediate host specificity [65]. The presence of a peroxisomal biogenesis protein, short-chain dehydrogenase, esterase and taurine catabolism dioxygenase could be an indication of increased fatty-acid metabolism and beta oxidation to meet energy requirements or reactive oxygen species production. An increase in beta oxidation, compared to mature mycorrhiza, characterizes *P. involutus* rhizomorphs when associated with birch [66]. Besides, two genes predicted to encode terpene synthase were specifically and transiently induced upon early contact with poplar (3–7 dpi) in *L. bicolor* emerging mycorrhiza and extramatrical mycelium. This could illustrate an effective chemical communication between both mutualistic partners. Sesquiterpenes produced by ectomycorrhizal fungi were identified previously as volatiles triggering lateral root production in host and non-host plants [67].

Five gene clusters were identified as specific for mature *L. bicolor–P. tremula x alba* mycorrhiza and contained genes with an expression peak at 14 dpi, though most of them were regulated to a certain extent throughout the whole process of morphogenesis (3–21 dpi; Supplementary Table S1C). These clusters likely contain genes encoding key functions in development and maintenance of mycorrhiza, including CAZymes potentially involved in fungal and plant cell wall remodeling (e.g., multicopper oxidase, chitinase) and many redox-related enzymes potentially involved in the detoxification (e.g., CYP450, Glutathione-S-transferase) of organic radicals. A reduced CAZyme gene content, but expressed during mutualistic interaction, is a general trait of ectomycorrhizal fungal genomes [6]. It has been hypothesized that the remaining CAZyme-encoding genes are deployed in cell wall remodeling during Hartig net formation rather than decomposition as an adaptation to the mutualistic lifestyle [18,60,68]. In these ectomycorrhizal-specific gene clusters, the presence of nutrient transporters seems obvious, taking into account the function in nutrient exchange between both mutualistic partners. We identified a member of the Major Facilitator Superfamily transporters, an amino acid permease and a Rh-like ammonium transporter, as highly and specifically regulated in mature mycorrhiza and confirmed the results of previous studies reporting an increased expression of nutrient transport proteins in ectomycorrhizal root tips [60,61,63,64,69,70]. Genes encoding proteins with a predicted function in protein–protein interaction (e.g., WD40 repeat, NACHT domain), posttranslational modification (e.g., protein kinase) and SSPs with a potential function in fungal–plant signaling are ubiquitous in mature ectomycorrhizal specific gene clusters. However, several MiSSPs, identified previously by [10] and including MiSSP7, which was characterized as a fungal effector acting on host plant jasmonic acid-regulated pathways, [13] were not detected as mycorrhiza-specific in the current analysis. This might be due to our sampling strategy, considering all mycelium within a 0.5 cm distance from the root as mycorrhizal and strongly diluting the signal of genes expressed at a very specific location, such as the Hartig net. Indeed, though to a lesser extent and not passing the threshold for specificity, previously identified MiSSPs [10] in greenhouse experiments were induced in mycorrhiza in this study (Figure S3). The use of a controlled in vitro system to study mycorrhizal development reduces the false positive detection rate. However, an in situ analysis of gene expression (or laser microdissection) in in vitro mycorrhiza is needed to distinguish between previously identified genes showing a high expression in greenhouse mycorrhiza due to local expression or due to co-founding environmental factors and to reduce the false negative detection rate in the in vitro system.

Three clusters of genes were identified as specific for mature mycorrhiza. They showed an expression peak at 14 dpi and a relative decrease afterwards (21 dpi) due to an increasing expression in free-living mycelium and extramatrical mycelium with age. One of these clusters mainly contained genes encoding protease inhibitors (e.g., clitocypin), the other two contain transporter proteins and redox-related enzymes (e.g., CYP450, dyp-type peroxidase) among other functions (Supplementary Table S1C). All included functions were detected previously as induced in ectomycorrhizal root tips of several fungal species [6,60,63,66,71]. However, specific genes might be related, rather, to senescence or colonial aging and function in nutrient and resource recycling rather than in mutualism. However, a detailed functional analysis of individual genes is needed to confirm this hypothesis. 

In conclusion, we present a model for EcM development (Figure 6). This is clearly a dynamic process involving a first step of systemic transcriptional re-programming in the fungal mycelium when entering the rhizosphere of a plant host. At this point, transcriptional responses of extramatrical mycelium and mycelium surrounding root tips are not differentiated and indicate priming of the mycelium for symbiosis with roles in signaling suggested for ROS and terpenes. A second step of transcriptional reprogramming marks the differentiation between extramatricular mycelium and functional EcM. At this point, transporters (mainly N and C) are highly differentially regulated as are MiSSPs and CAZymes acting on plant and fungal cell walls.

### 4.3. L. bicolor Mushroom Development Shares Transcriptomic Signatures with Other Agaricomyctes

The development of Agaricomycetes mushrooms represents a transition from simple to complex multicellularity and has been studied on the molecular level mainly in a few systems where fruiting is inducible under laboratory conditions (e.g., *Coprinopsis cinerea* [72], *Schizophyllum commune* [73] and, more recently, in *Agaricus bisporus* [74], *Armillaria* [75], *Agrocybe aegerita* [76,77], *Lentinus tigrinus* [78] and *Flammulina filiformis* [79]). These advances allowed researchers to adopt a comparative transcriptomic approach using six species [80] and to identify 300 conserved gene families involved in basidiocarp development. Genes related to fungal cell wall remodeling, targeted protein degradation, signal transduction, adhesion and SSPs were also identified for *L. bicolor* mushroom formation. Even though the earliest *L. bicolor* basidiocarp stage we sampled already had cap and stipe clearly developed (Figure 3C), we found known primordia-related transcription factors (TFs), such as bwc2 or c2h2, up-regulated in the early stage (cap and stipe). In addition, Hom1, which is involved in mushroom-tissue formation, was up-regulated in all basidiocarp stages compared to FLM. 

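Supplementary Table S8 pairs 4 *L. bicolor* gene models with these names, and marks eln3 and 1 of the 2 eln3-like gene models as regulated in fruiting bodies. The gene model paired with eln3 of *C. cinerea* had 291 ± 28.9 CPM (SD, n = 3) in early, 264 ± 64.1 in medium and 178 ± 6.99 in late caps, and 166 ± 57.4, 149 ± 74.2 and 36.5 ± 4.49 in early, medium and late stipes. Its log2 fold change in late against early stipes was -2.19 (standard error 0.347, adjusted p = 1.42e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in late caps against late stipes 2.29 (adjusted p = 7.12e-05 from the same test). All 3 late stipes lay below all early stipes. Over the alternatives, the change in stipes lay between -2.45 and -2.01. The eln3-like gene model with higher expression in its caps than in its stipes had 138.6 ± 6.63 CPM in early caps, 139 ± 7.89 in late caps, 53.8 ± 17.9 in early stipes and 19.8 ± 6.07 in late stipes. It fell by 1.45 in late against early stipes (standard error 0.286, adjusted p = 8.25e-04 from the same test, lower in 3 of 3 late stipes) and was higher in late caps than in late stipes by 2.81 (adjusted p = 3.08e-06 from the same test). The other eln3-like gene model had between 400 ± 88.7 CPM in late caps and 1165 ± 664 in medium stipes and was not called in any of the 9 comparisons. Its log2 fold change in late against early stipes was -0.01 (standard error 0.469, adjusted p = 0.987 from the same test), and its sign changed with single libraries, from -0.37 without early stipe 3 to 0.25 without early stipe 2. Its largest change was -1.10, in late caps against late stipes (adjusted p = 0.0657 from the same test), with all 3 late caps below all late stipes. The counterpart of dst2 was not called in any of the 9 comparisons either. It had 107 ± 9.46 CPM in late caps and 126 ± 18.1 in late stipes (log2 fold change -0.24, standard error 0.419, adjusted p = 0.667 from the same test), and its largest change was -0.82, in late against early caps (adjusted p = 0.143 from the same test), with all 3 late caps below all early caps. Late stipes also all lay below early stipes (-0.81, adjusted p = 0.135 from the same test). The values of medium stipes include stipes 1 and 2, which were nearly alike.

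**Figure D5:**
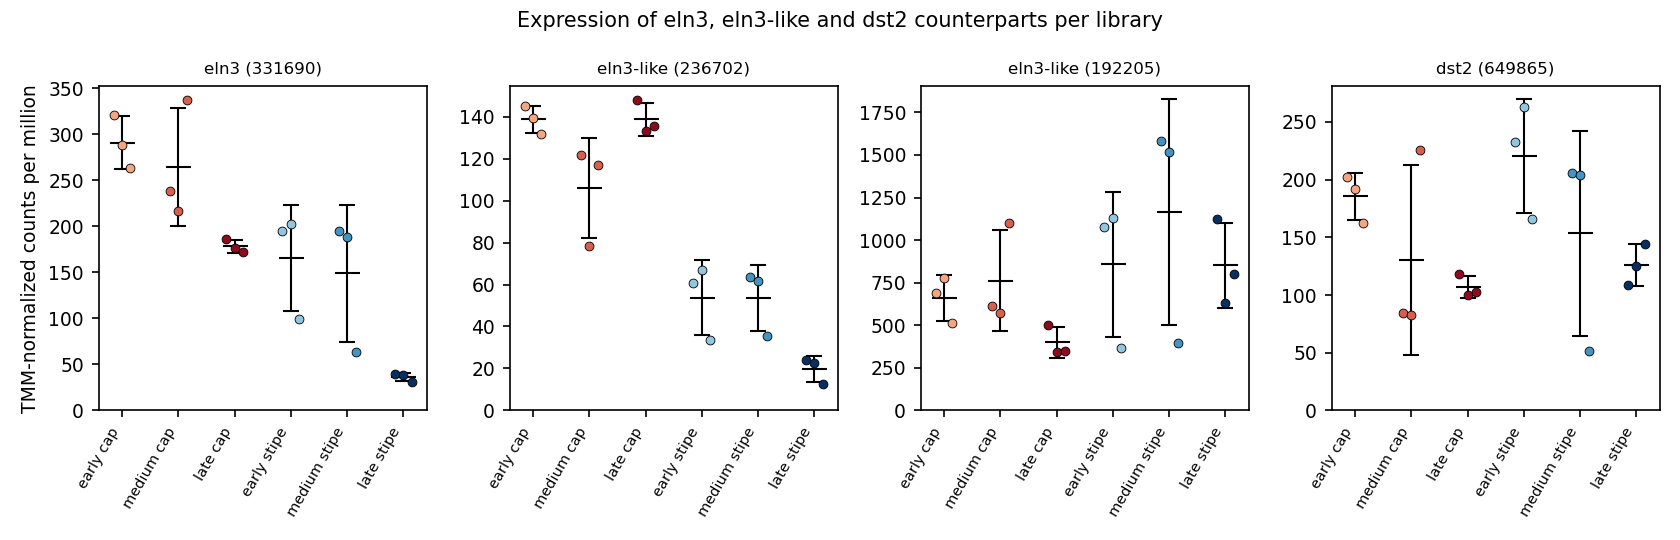
CPM of the gene models paired with eln3, eln3-like and dst2, with a point for each library and the mean ± SD of the 3 libraries of each group. For eln3 and the first eln3-like gene model, the 3 late stipes lie below all other libraries, and the second eln3-like gene model and dst2 were not called in any comparison.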

Further, transcripts known to be involved in *C. cinerea* mushroom signaling, maturation and elongation, such as dst2, eln3, or eln3-like, were conserved in *L. bicolor* basidiocarp development. If we take into account that our *L. bicolor* mushrooms were harvested from non-sterile environments, then the 1097 fruiting body development-regulated transcripts shared with *C. cinerea* (from, in total, 7475 developmentally regulated genes from [80]; see Supplementary Table S8) confirmed a highly conserved fruiting-related gene set.

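The orthologs in *C. cinerea* were not analysed here. Table S8 defines developmental regulation by expression changes of over 4 times between stages, and the same bound was applied to the basidiocarp libraries. The comparisons here also set caps against stipes of a stage and asked for an adjusted p. The count is therefore not one by the definition of Table S8. With an adjusted p under 0.05 and a log2 fold change above 2 in size, 1916 gene models were called in at least 1 of the 9 comparisons. DESeq2 moved this number to 2075. With each library left out in turn, it lay between 1876, without late stipe 2, and 2148, without medium cap 3.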

### 4.4. Nutrients Are Key in Functional Differentiation of EcM Fungi

The main aim of this study is to understand how EcM fungi use their gene set and to decipher the principles and mechanisms by which gene activity orchestrates the development of symbiotic and reproductive structures. Gene clustering allowed us to identify co-expressed gene modules corresponding to a specific morphological structure or state. As for other multicellular organisms, few genes have a function restricted to one particular condition and are silenced in any other condition [81,82]. Transcripts for most of the genes in *L. bicolor* could be detected in multiple conditions and morphological and functional differentiation seemed to be the result of coordinated regulation of gene modules (Figure 4).

Genes with a function within the GO category cellular transport were highly regulated in all conditions. Perhaps, this is not surprising, since different morphological structures within the fungal colony have different functions in nutrient transport and homeostasis [83]. A role for nutrients as signals in developmental processes and, e.g., establishment and maintenance of symbiosis was expected. the co-regulation of a gene module, containing genes with a function beyond nutrient transport and metabolism, in both mature mycorrhiza and mycelium exposed to excess NH_4_^+^ (+N) identified nitrogen as a candidate for nutrient signaling in maintenance of the symbiosis. The induction of MiSSPs, including MiSSP7, with a demonstrated function in fungal–plant host interaction [13] by NH_4_^+^, suggested nitrogen availability to prime the mycelium for effective interaction with the plant host. Phosphate availability, on the other hand, induced only minor transcriptional changes in *L. bicolor* and co-regulation with symbiotic or reproductive structures was not detected. This is in line with previous findings for *P. involutus*, where Pi starvation and EcM development had independent effects on the transcriptome [84].

Transcriptomic data, as presented here, are aimed to put forward working models for further functional validation. It is clear, from this study, that processes underlying functional and morphological differentiation within the EcM fungal colony involve both conservative and adaptive processes. Basidiocarp development in *L. bicolor* shares transcriptomic signatures with other basidiomycetes and suggests mushroom development to be a conservative process. Some of the genes highly induced in basidiocarps are part of a module of genes up-regulated to a minor extent in mature mycorrhiza too and might function in pseudoparenchym formation or maintenance. In this way, genes involved in EcM development might be partly conserved among different species. However, other transcriptomic signatures underlying the establishment and maintenance of symbiotic structures and interactions with a plant host, such as regulation of GTP and ROS signaling, might also be conserved. We detected similarities and differences in responses to symbiosis development with previously published analyses focusing on *Suillus* sp. [71], *Pisolithus* sp. [85], *Lactarius* sp. [61], *H. cylindrosporum* [60] and *P. involutus* [84]. A higher spatio-temporal resolution of transcriptomic data within these species is required to decipher to which extent evolution of ectomycorrhizal symbiosis is convergent at the molecular level. However, responses to nutrient availability seem to be different among EcM fungal species with different species having different homeostatic ranges, as illustrated by the fact that *L. bicolor* does not transcriptionally respond to changes in Pi availability, whereas *P. involutus* clearly does [84]. Such adaptive responses in nutrient homeostasis might underly the resilience of the symbiosis and determine the success of a particular species in a particular environment. In conclusion, we used the current transcriptome atlas to generate hypotheses regarding the differentiation within a fungal colony and development of symbiotic and reproductive structures that should be tested experimentally. This transcriptome atlas for the ectomycorrhizal fungus *L. bicolor* will be a valuable resource to assess the resilience of the symbiosis and adaptive potential of EcM fungi upon environmental or genetic perturbations.

## Figures and Tables

**Figure 1:**
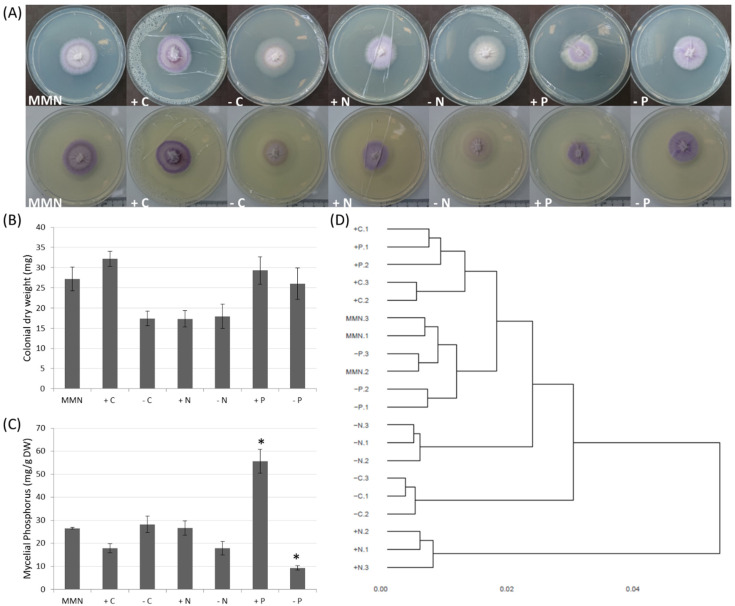
Responses of *L. bicolor* to different nutritional conditions. (**A**) On MMN medium pre-cultured mycelia grown in 9 cm diameter petri dishes for one week on control MMN medium or MMN medium adjusted for glucose (±C), ammonium (±N) or phosphate (±P) to induce nutrient deficiency or surplus. Upper and lower panel represent the same plates on a different background. (**B**) Mean dry weight ± S.E. of three colonies. (**C**) Average phosphorus accumulation ± S.E. for five colonies. Values marked by * differ significantly from values measured in MMN control medium (one-way ANOVA; Holm–Sidak multiple comparisons versus control; *p* < 0.01). (**D**) Hierarchical clusters of overall transcriptomic responses of 20 biological replicates grown in 7 different nutritional conditions.

**Figure 2:**
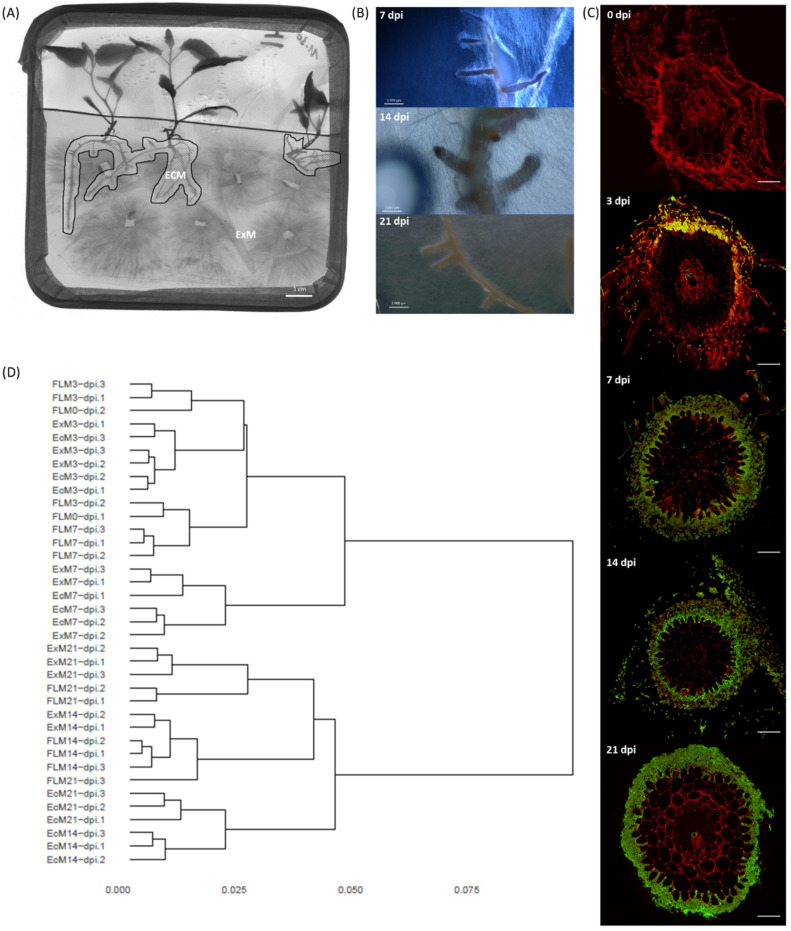
Responses of *L. bicolor* to *P. tremula x alba* at different time points post-inoculation. (**A**) In vitro co-culture of *Laccaria* and Poplar. Mycelium within a distance of 0.5 cm of a root was considered as ectomycorrhizal (EcM), mycelium at a longer distance as extramatrical (ExM). (**B**) External view of representative EcM root tips at different time points. (**C**) Transversal sections of lateral roots at 0, 3, 7, 14 and 21 dpi. Sections were stained with PI and WGA-oregon green to visualize plant (red) and fungal (green) cells, respectively. (**D**) Hierarchical clusters of overall transcriptomic responses of 37 biological replicates belonging to different stages of EcM development.

**Figure 3:**
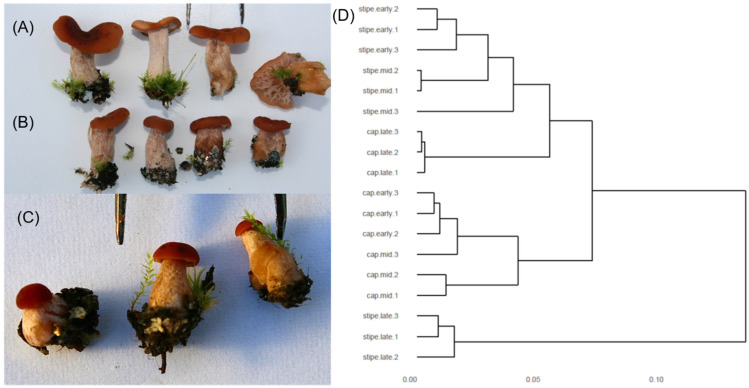
*L. bicolor* at different stages of basidiocarp development. (**A**–**C**) Images of basidiocarp specimen of early (**C**), medium (**B**) and late (**C**) stage development. (**D**) Hierarchical clusters of overall transcriptomic responses of 12 biological replicates belonging to different stages of basidiocarp development.

**Figure 4:**
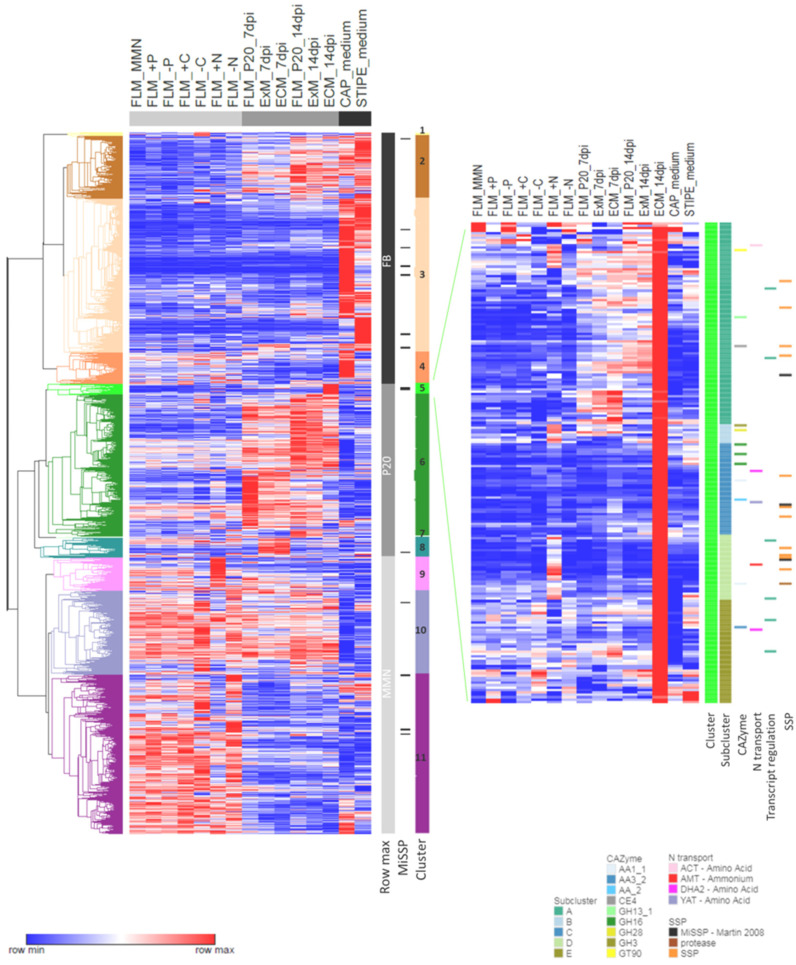
Hierarchical clustering of 23,293 genes expressed in different functional and morphological structures of *L. bicolor*. Each row represents a gene model. The heatmap shows the gene expression level normalized to the row maximum. In total, 3 identified gene groups were differentially expressed throughout the different experimental conditions and 11 clusters were identified based on specific expression profiles. Cluster 5 groups genes with a maximum expression level in mature mycorrhiza and can be divided into subclusters A–E based on their co-regulation under different conditions. Genes with functions in N transport, transcript regulation, CAZymes and SSPs are highlighted.

**Figure 5:**
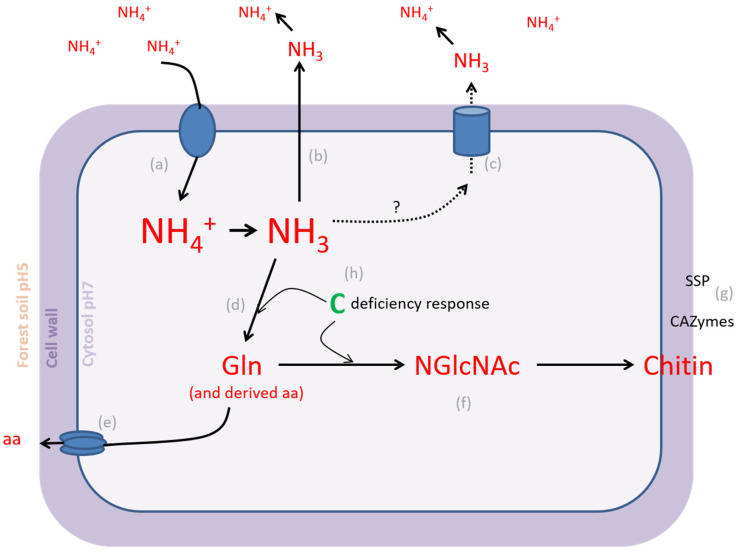
Schematic overview of transcriptional changes and potentially associated cellular responses to excess external NH_4_^+^ in *L.bicolor*. (**a**) NH_4_^+^ likely enters cells using unspecific transporters. In the cytoplasm, a fraction of the NH_4_^+^ turns into NH_3_ due to a pH shift. (**b**) Gaseous NH_3_ partially diffuses out of the cell and (**c**) active transport may contribute to NH_3_ efflux. In the soil, most NH_3_ is protonated again. (**d**) Another part of cellular NH_3_ is assimilated in gln and derived aa (**e**), which may be transported out of the cell. (**f**) Starting from gln, NGlcNAc and subsequently chitin are synthesized. (**g**) CAZymes assist in cell wall remodeling. SSPs may also contribute to cell wall remodeling or cell–cell communication. (**h**) Excessive assimilation of NH_3_ requires carbon and results in a carbon deficiency response. Part of these responses (**b**,**c**,**e**,**g**) are shared with mycelium in mature mycorrhiza at 14 dpi. gln = glutamine; aa = amino acids; NGlcNAc = N-acetylglucosamine; CAZyme = Carbohydrate Active Enzyme; SSP = small secreted protein.

**Figure 6:**
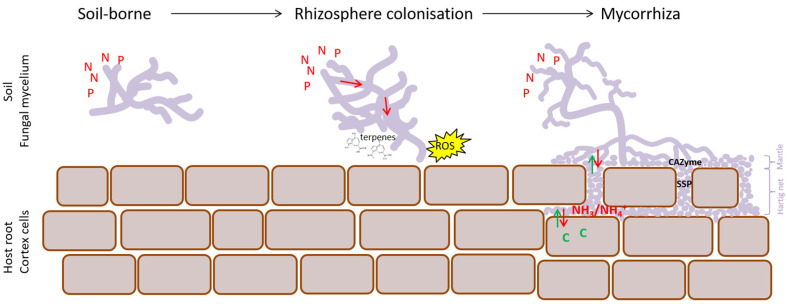
Dynamics of EcM development. Transition from soil-borne mycelium towards functional symbiosis requires a two-step transcriptional reprogramming. Initial contact with a plant host, when entering the rhizosphere, marks the first step and results in priming of the mycelium with roles suggested for ROS signaling and terpenes. The second step corresponds to functional differentiation between ExM and EcM with differential expression of CAZymes, SSPs, nitrogen (amino acid and ammonium) and sugar transporters. At this point, both fungal mantle and Hartig net are well-developed and visible. ROS = reactive oxygen species; SSP = small secreted protein; aa = amino acid.

## Data Availability

The GEO accession numbers of RNA-seq reads at NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/, accessed on 10 December 2021) are as follows: GSE190443–GSE190445.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/microorganisms9122612/s1, Supplementary Information, Figure S1: Transcriptomic response of *L. bicolor* on different nutritional conditions, Figure S2: Transcriptomic response of *L. bicolor* at different time points of single culture (FLM) and co-culture with poplar in ectomycorrhizal (EcM) and extrametrical mycelium (ExM), Figure S3: Expression profiles of previously identified MiSSPs, Figure S4: Transcriptomic response of *L. bicolor* at different stages of sporocarp development, Figure S5: Differentially expressed genes in early, middle and late stage caps and stipes of *L. bicolor* basidiocarps, Figure S6: Comparison of ectomycorrhiza (EcM) and fruiting body (FB) up-regulated transcripts compared to free-living mycelium (FLM), Table S1: Condition specific SOM nodes and top regulated genes, Table S2: SOM nodes of nutrition regulated transcriptome, Table S3: SOM nodes of symbiosis regulated transcriptome, Table S4: SOM nodes of basidiocarp development, Table S5: Hierarchical clusters of differential expressed genes from Figure 4, Table S6: List of fruiting regulated transcripts from Figure S5, Table S7: List of regulated genes from Figure S6, Table S8: Basidiocarp developmental regulated genes from Kriznan et al. 2019.

# Supplementary material for: A Transcriptomic Atlas of the Ectomycorrhizal Fungus Laccaria bicolor
**Source:** Microorganisms. 2021 Dec 17;9(12):2612. doi: 10.3390/microorganisms9122612
**Supplement:** Supplementary file 1

C

# Supplementary material for: A Transcriptomic Atlas of the Ectomycorrhizal Fungus Laccaria bicolor
**Source:** Microorganisms. 2021 Dec 17;9(12):2612. doi: 10.3390/microorganisms9122612
**Supplement:** Supplementary file 1

A

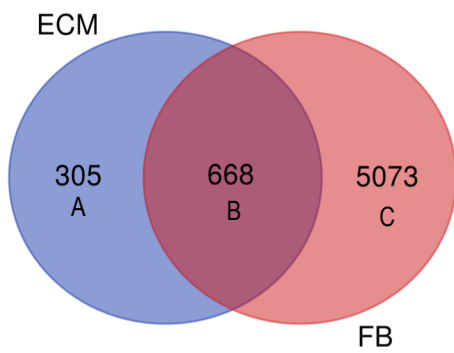

B

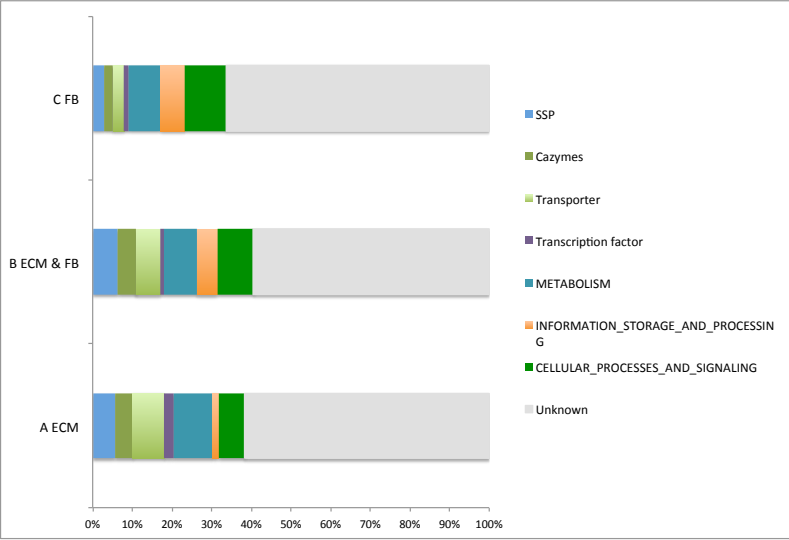

C

| GO.ID      | GO | Term                                        | A ECM up | B ECM & FB up | C FB up |
|------------|----|---------------------------------------------|----------|---------------|---------|
| GO:0006066 | BP | alcohol metabolic process                   |          | 0.02136       |         |
| GO:0006865 | BP | amino acid transport                        |          | 0.0001        |         |
| GO:0015986 | BP | ATP synthesis coupled proton transport      |          |               | 0.01479 |
| GO:0019722 | BP | calcium-mediated signaling                  |          | 0.032         |         |
| GO:0005975 | BP | carbohydrate metabolic process              |          | 0.0239        | 0.00393 |
| GO:0008643 | BP | carbohydrate transport                      | 0.037    |               |         |
| GO:0016998 | BP | cell wall macromolecule catabolic processes |          | 0.014         |         |
| GO:0006952 | BP | defense response                            | 0.038    |               |         |
| GO:0008152 | BP | metabolic process                           |          |               | 0.02141 |
| GO:0006120 | BP | mitochondrial electron transport, NADH t... |          |               | 0.00819 |
| GO:0009116 | BP | nucleoside metabolic process                |          |               | 0.00593 |
| GO:0006334 | BP | nucleosome assembly                         |          |               | 0.00021 |
| GO:0015780 | BP | nucleotide-sugar transmembrane transport    |          |               | 0.03847 |
| GO:0006730 | BP | one-carbon metabolic process                |          |               | 0.00801 |
| GO:0009253 | BP | peptidoglycan catabolic process             |          | 0.003         |         |
| GO:0006813 | BP | potassium ion transport                     |          | 0.0095        |         |
| GO:0006470 | BP | protein dephosphorylation                   |          | 0.0087        |         |
| GO:0006885 | BP | regulation of pH                            |          |               | 0.00819 |
| GO:0006465 | BP | signal peptide processing                   |          |               | 0.00059 |
| GO:0008272 | BP | sulfate transport                           |          | 0.003         |         |
| GO:0006810 | BP | transport                                   | 9.80E-10 | 0.0269        |         |

How the deposited data were processed for this re-analysis (not part of the article)

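Gene expression was measured by RNA sequencing in caps and stipes of basidiocarps of *L. bicolor* at 3 stages, early, medium and late, with 3 replicates for each of the 6 groups. The free-living mycelium and ectomycorrhiza libraries of the paper were not analysed here. For the read counts, the authors trimmed the reads, mapped them with CLC Genomics Workbench to the reference transcripts and deposited for each gene model a count without normalization. The RPKM values were computed by the authors from these counts, the transcript length and the library size. As a check, the transcript length implied by the count and the RPKM was compared between libraries. For each gene model, the length from the library with its most reads was the reference, and 100% of the values were within 1% of it. The lengths themselves were not checked against another source. The RPKM values of medium caps and medium stipes were also checked against Supplementary Table S5. Only the counts entered the tests. Depth lay between 38976106 and 90888294 reads per library, so that a count of 0 allows an expected count of up to 3 reads at this depth.

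Computations were made in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Gene models were kept by edgeR's filterByExpr with the 6 groups, which left 16485. Libraries were scaled by TMM, and a quasi-likelihood negative binomial model with a mean for each group was fitted to all 18 libraries, which share an estimate of the spread. In 9 comparisons and in the interaction of tissue and stage (the late against early change in caps minus that in stipes), gene models with a log2 fold change above 1 in size and a Benjamini-Hochberg adjusted p under 0.05 were called. Detection was a mean above 5 reads in a group. Distances were 1 minus the Pearson correlation of log2(CPM + 1), with average linkage and 3 branches, and the regulated gene models were parted into 8 clusters by complete linkage. The model was tested on simulated data with 200 gene models changed by a log2 fold change of 2. Of these, edgeR recovered 184 (92%) with 5 false calls, DESeq2 188 (94%) with 15 false calls and edgeR with the replicate number as a block 182 (91%) with 3 false calls. The interaction was called for 149, 170 and 133 of the changed gene models. The simulated replicates were independent, and each gene model had the same spread in all groups. The simulation therefore does not cover the nearly alike replicates or the unequal spread of the real groups.

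The comparisons, their tests, the lists and most alternatives were set before the data were examined, but some tests of technical explanations were chosen, and the criteria of the tests of age made stricter, after values were seen. The alternatives were DESeq2, RLE scaling, TMM without the 50 gene models with the most reads, other filters on low counts, the replicate number as a block, only the libraries of the groups compared, a test against the fold change threshold (glmTreat), no minimum fold change, an adjusted p under 0.01, other distances and linkages, other ways to combine replicates for detection, and each library left out in turn. Summing medium stipes 1 and 2 into a single library, alone or together with late caps 2 and 3, was added after the data were seen. The gene models named are those that the paper or the literature column of Supplementary Table S8 names for basidiocarps, those of the red, green and orange clusters at hand annotated with GH18, GH5, AA5, GH24, glycolysis, response to pH, spermidine or chitin, the 3 with the highest mean for each function that the paper's clusters name, and the 2 largest rises and 2 largest falls without overlap of libraries in late cap against late stipe. Lists were made for cyclins, septins, hydrophobins, GH18, expansins, GH16, CE4, AA1, AA3, AA5, AA6, malate metabolism, carbohydrate transport, ribosomal proteins, the nucleosome, the red, green and orange clusters and the gene models named by the paper. As only the first part of Supplementary Tables S5 to S8 was at hand, no test of overlap or enrichment was made. A table of 18261 RefSeq genes matched 6580 of the gene models by number and gave symbols for 351 of them, but no functions, so functional gene sets were not tested. Gene model 395272, named by the paper, is not among the gene models counted. Self-organizing maps were not made.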

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

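No test of the change between tissues was chosen after its result was seen. The change from early to late basidiocarps differed between caps and stipes for 2384 gene models, at a log2 difference above 1 and an adjusted p under 0.05 for the interaction of tissue and stage in edgeR's quasi-likelihood test. This test of the difference itself is why the result is listed here. The change was higher in caps for 1622 of them (68%) and higher in stipes for 762. Of 100 regroupings of the libraries drawn at random with the real one included, 1 gave as many, the real one, and the largest of the others gave 164. The regroupings mixed tissues and stages, so they broke up all differences between groups and not the interaction alone. They therefore cannot decide whether the interaction goes beyond the separate differences of tissue and stage. Scaling without the 50 gene models with the most reads gave 2392, every library thinned to the size of the smallest gave 2368, and removing each library's trend with transcript length gave 2418. These 3 counts argue against a few abundant gene models, library size and transcript length as the whole cause. Reads shared between near-identical copies, and a batch that the paper's text does not name, were not tested and remain open, and so does a difference in ageing between the tissues, which the design names. The count was 1429 at an adjusted p under 0.01, and with each library left out in turn lay between 1860 (without late stipe 2) and 2762 (without medium stipe 3).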

How the results depend on the processing

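Of the alternatives given here, only the sums of medium stipes 1 and 2 and of late caps 2 and 3 were chosen after the data were seen. Where no cause is given for a moved value, the cause was not tested.

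The fold change threshold moved the counts of calls by construction. With glmTreat there were 28 calls for medium cap against early cap, 398 for late cap against medium cap, 689 for late cap against early cap, 32 for medium stipe against early stipe, 498 for late stipe against medium stipe, 914 for late stipe against early stipe, 97 for early cap against early stipe, 108 for medium cap against medium stipe, 1367 for late cap against late stipe and 2342 regulated in any of the 9 comparisons. Without a minimum fold change there were 550, 6188, 5906, 838, 6021, 6965, 1604, 4862, 8117 and 13260, in the same order. The balance of directions then reversed for late caps, with 2842 of 6188 higher than in medium caps and 2807 of 5906 higher than in early caps. An adjusted p under 0.01 gave 151 for medium cap against early cap, 181 for medium stipe against early stipe, 493 for early cap against early stipe, 107 for medium cap over medium stipe above a log2 fold change of 2, 1429 for the interaction and 319 for regulated gene models peaking in medium stipes.

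Fitting only the libraries of the groups compared gave 123 for medium cap against early cap, 94 for medium stipe against early stipe, 478 for medium cap against medium stipe, 75 for medium cap over medium stipe and 57 for medium stipe over medium cap. The sum of medium stipes 1 and 2, chosen after the data were seen, gave 230 for medium stipe against early stipe and 7584 regulated in any comparison. With late caps 2 and 3 summed as well, also chosen after the data were seen, these were 169 and 7265, late cap against late stipe had 3807 and the interaction 1931. RLE scaling gave 7525 regulated in any comparison, TMM without the 50 gene models with the most reads 7527 and DESeq2 7764. These scalings moved the median log2 fold change of a comparison by at most 0.0429.

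With each library left out in turn, medium cap against early cap had 149 to 1278 calls, late cap against medium cap 1875 to 3259, late cap against early cap 2271 to 2661, medium stipe against early stipe 222 to 949, late stipe against medium stipe 2256 to 2960, late stipe against early stipe 2707 to 3500, early cap against early stipe 446 to 1099 (without medium stipe 3), medium cap against medium stipe 1082 to 3230, late cap against late stipe 3552 to 4142 and any of the 9 comparisons 7149 to 8641. Medium stipe over medium cap had 104 to 216 and medium cap over medium stipe 103 to 239. The peaks of regulated gene models lay between 736 and 1099 for early caps, 1041 and 2017 for medium caps, 1649 and 1890 for late caps, 615 and 878 for early stipes, 392 and 696 for medium stipes and 2124 and 2604 for late stipes. The highest counts for the comparisons with medium groups came without medium cap 3 or medium stipe 3. The distance difference of late caps lay between 0.000392 and 0.00329.

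The partition of the library tree had an adjusted Rand index of 1 with complete linkage and 0.28169 with Spearman correlation, a pseudocount of 0.1, variance-stabilized counts or Ward linkage. With each library left out in turn it lay between 0.239617 (without late stipe 1) and 0.441593 (without medium cap 1).

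The replicate number as a block gave 7236 regulated in any comparison, 3855 for late cap against late stipe, 1567 for medium cap against medium stipe and 1766 for the interaction. The numbers do not pair the samples, since the deviations of same-numbered caps and stipes of a stage had a correlation over 0.1 in only 1 of 9 pairs (-0.613 to 0.24) and those of same-numbered stages of a tissue in 7 of 18 (-0.239 to 0.419). An alternative for unique against total reads was not run, as there was a single count per gene model.

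Changes of sign were met only in gene models with log2 fold changes close to 0 or few reads. The eln3-like gene model without calls, at -0.01 in late against early stipes, had 0.001 with TMM without the 50 gene models with the most reads and 0.063 with the replicate block, and -0.369 to 0.245 over the libraries left out (0.199 without early stipe 1, 0.245 without early stipe 2, 0.004 without medium cap 2, 0.005 without late cap 3, 0.177 without late stipe 2 and 0.045 without late stipe 3). In the same comparison, 185536 had -0.031 with the replicate block and -0.357 to 0.311 over the libraries left out, 638550 had -0.203 to 0.261, 666875 had -0.067 to 1.208 and 669355 had -0.042 to 0.148. Histone 184986 had -0.274 to 0.076 in late against early caps.

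Other named gene models crossed the thresholds. In late against early stipes, 326114 had 0.832 to 1.268 over the libraries left out and 0.998 with only the groups compared, 659815 fell to 0.976, 709297 to 0.87, and 399748 and 190833 reached adjusted p of 0.0952 and 0.0516, while 152235 rose to 1.08, 702552 to 1.092 and 705233 to 1.301. In late caps against late stipes, 293826 fell to -0.953 (adjusted p = 0.142) and, with both pairs summed, to -1.4 (adjusted p = 0.0809), 333197 to 0.818 and Velvet A to -0.908, while 243825 rose to 1.142. Hydrophobin 389286 rose to 1.093 in late against early caps.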

Differences from the paper's values

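None of the settings below was chosen to come closer to the paper, and all but the sums of medium stipes 1 and 2 and of late caps 2 and 3 were set before the data were examined. The supplementary tables differ in size because only their first part was at hand. Table S5 had 1997 gene models against 13293 in the size line of the paper's table and 23293 in the paper's text, 2 numbers that were not reconciled here, Table S6 1998 against the paper's 6070, the basidiocarp part of Table S7 1998 against the paper's 5073 and Table S8 1998 against the paper's 7475. No alternative bears on these sizes.

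The paper's 16609 expressed gene models stand beside 17003 here, and more than 5 reads in all 3 libraries of a group gave 16605. The paper's 6070 regulated gene models stand beside 7552 here. The alternatives gave between 6439 (adjusted p under 0.01) and 8641 (without medium cap 3), except for 2342 with glmTreat and 13260 without a minimum fold change, and the paper's number lies between the last 2. Of the log2 fold changes listed in the part of Table S6 at hand, 8379 were for gene models tested here, all with the same sign, and 8309 (99.2%) were within 0.1.

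The paper draws 3 branches of libraries, with late caps beside early and medium stipes. Average linkage here gave an adjusted Rand index of 0.314 with these branches and left medium stipe 3 on its own, and complete linkage gave the paper's branches. The legend of that figure counts 12 replicates, and 18 libraries were used here.

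For several functions, many gene models at hand peaked elsewhere than the cluster for which the paper names them as examples. It names cyclins and hydrophobins for peaks in early and medium caps, but 3 of 7 cyclins peaked in late caps and 3 in late stipes (1 without early stipe 1), and 2 of 3 hydrophobins peaked in early stipes. It names CE4 and, besides late stipes, AA5 for peaks in early stipes and caps, but 4 of 8 CE4 gene models peaked in late stipes and 4 of 8 AA5 gene models in late caps. It names malate metabolism for peaks in early and medium caps and stipes and carbohydrate transport for peaks in early stipes and caps, but 4 of 5 and 7 of 17 gene models peaked in late stipes. The part of Table S6 at hand held only red (564), green (593) and orange (482) gene models, which the paper gives late peaks, and 359 without a cluster, so late peaks are favoured by what was at hand and these counts do not stand for the functions as a whole. Enrichment in the clusters was not tested here.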

Other observations

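The tests of a mislabelled sample, of library size and of a younger basidiocarp for medium cap 3 were chosen only after the result was seen, and the criteria of the tests of age were made stricter after their values were seen.

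Medium cap 3 lay toward the early caps, by 0.637 of the axis from medium to early caps, while medium caps 1 and 2 lay at -0.3 and -0.337. With every library thinned to the smallest size this share was 0.632, which argues against library size. Medium stipe 3 lay toward the early stipes by 0.833 of its axis. A younger basidiocarp 3 and a difference between single samples cannot be told apart with 1 such sample in each tissue. Medium caps 1 and 2 also had the widest trends of expression with transcript length of all libraries. These spanned 0.578 and 0.902 on the log2 scale, against 0.0664 in medium cap 3. In medium stipes 1, 2 and 3 the trend spanned 0.249, 0.203 and 0.075. Whether a technical difference linked to transcript length accounts for the split was not tested.

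The deviations of medium cap 3 and of medium stipe 3 from the other replicates of their groups were opposed, with a correlation of 0.444 once the sign of 1 of them is turned. The deviation of medium stipe 3 correlated with that of medium cap 1 (0.634) but hardly with that of medium cap 2 (0.0452). As deviations within a group sum to 0 and medium stipes 1 and 2 were nearly alike, their correlations with medium cap 3 add no evidence. The first correlation was also 0.444 after thinning, which argues against library size. An exchange of labels would place both samples on the side of the other tissue, but on the axis from early stipes to early caps medium cap 3 scored 1.11 and medium stipe 3 -1.18, each on the side of its label. On an axis from the early to the late stage of a tissue, medium caps 1, 2 and 3 scored 0.355, 0.189 and 0.158, and medium stipes 1, 2 and 3 scored 0.266, 0.264 and 0.277. Medium cap 1 lay beyond medium cap 3 by more than the SD of early caps, 0.0401, but the smallest steps were 0.031 for the caps and 0.011 for the stipes, the latter far under the SD of early stipes, 0.0908. As the stipes do not decide, basidiocarps of different age and another difference between samples cannot be told apart for these libraries.

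Medium stipes 1 and 2 lay between early stipes and early caps, with scores of -0.164 and -0.182. Cap tissue in the samples would give the same share of cap RNA from any set of gene models. The share was 0.217 and 0.227 from 92 gene models high in caps, but 0.643 and 0.629 from 90 gene models high in stipes, a difference of up to 0.426, which argues against cap tissue as the whole cause. Late caps differed in the same way, with 0.435 to 0.456 and 0.661 to 0.752. A change of the stipes with age was not tested.

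For each of the 9 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, as it did for late caps over late stipes and late stipes over late caps above a log2 fold change of 2. For medium stipes over medium caps and medium caps over medium stipes it was 2 of 10, where the largest other split gave 185 for both. The largest other split gave 0 calls for late cap against late stipe, late cap against early cap, late cap against medium cap and early cap against early stipe, 2 for late stipe against early stipe, 290 for late stipe against medium stipe, 301 for medium stipe against early stipe and 199 for medium cap against early cap. With 10 splits the share is never under 0.1, so this count of splits alone does not decide for any comparison. The exchange of medium cap 3 and medium stipe 3 gave 1621 calls, against 1898 for the real split. Of 100 regroupings of all libraries, 1 gave as many gene models regulated in any comparison (largest other 4248) and 1 as many with changes above a log2 fold change of 2 (largest other 1121), the real one in both.

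Log2 fold changes correlated weakly with transcript length, with Spearman's rho from -0.274 in medium cap against medium stipe to 0.119 in late stipe against early stipe, and -0.217 in late cap against late stipe. Apart from the interaction, no test of its cause was made.

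The paper names 17 gene models that were tested here. In late caps against late stipes, 6 were higher and 3 lower, both over all genes tested and adjusted over the list alone, and 4 were lower at an unadjusted p under 0.05. Aquaporin 456764 had 111.2 ± 16.2 CPM (SD, n = 3) in late caps and 11.35 ± 5.69 in late stipes (log2 fold change 3.29, standard error 0.483, adjusted p = 5.29e-05 from edgeR's quasi-likelihood test, higher in 3 of 3 late caps). Aquaporins 443240 and 671860 had 0.69 (adjusted p = 5.12e-03, 3 of 3) and 0.25 (adjusted p = 0.315). Clitocypins 318727 and 293826 were lower in late caps, by -2.11 (adjusted p = 0.0103) and -1.40 (adjusted p = 0.028), in 3 of 3 libraries. The latter was not called without late cap 1, 2 or 3 (adjusted p = 0.0659, 0.071 and 0.0782) or late stipe 3 (-0.953, adjusted p = 0.142), in a range of 0.00356 to 0.142 over the alternatives. If total reads were counted, both clitocypins can share reads with near-identical copies. MiSSP8 had 87 ± 2.55 CPM in late caps and 12.1 ± 3.34 in late stipes (2.85, adjusted p = 5.28e-06, 3 of 3), and 333197 had 1.02 (adjusted p = 7.9e-04, 3 of 3), but 0.818 without late stipe 2. The thaumatin-like gene model was higher in late caps by 2.53 (adjusted p = 7.7e-05, 3 of 3) and Velvet A was lower by 1.13 (adjusted p = 1.85e-04, 3 of 3; -0.908 without late stipe 1). Cospin1, Cospin2, the lcc16/17 counterpart and NsdD1 were not called (1.22, -0.49, -0.59 and 0.20), but NsdD1 rose by 2.37 in late against early caps (adjusted p = 9.94e-07) and by 1.29 in late against early stipes (adjusted p = 1.42e-04).

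The largest changes without overlap in late caps against late stipes were taken by the rule for named gene models. Gene model 330196 had 0.463 ± 0.121 CPM (SD, n = 3) in late caps and no read in late stipes, at least 8.3 times higher. Its place among the largest rises rests on a fitted change against a group without reads. The bound alone is below the log2 fold change of 4.39 of expansin 323571. Gene model 603333 had 342.5 ± 16.5 against 3.12 ± 3.51 CPM (6.78, standard error 1.042, adjusted p = 7.77e-05). The largest falls were those of 305233, from 2237 ± 420 CPM in late stipes to 87.9 ± 26.5 in late caps (-4.67, adjusted p = 4.04e-04), and of 486394, from 109.9 ± 57.8 to 5.81 ± 1.74 (-4.24, adjusted p = 3.08e-06). Each held in 3 of 3 libraries, and no explanation was tested.

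Medium stipes 1 and 2 and late caps 2 and 3 differed by a chi-square over degrees of freedom of 8.17 and 14.0, against 45.9 to 1016 for the other pairs of replicates. This test sets the pairs against counting noise only, so 2 libraries from the same RNA are not excluded, and the legend of the paper's figure counts 12 replicates for 18 libraries. Whether the pairs are separate biological replicates is open, and n = 3 and the SDs of medium stipes and late caps depend on it.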
